# Skp, Cullin, F-box (SCF)-Met30 and SCF-Cdc4-Mediated Proteolysis of CENP-A Prevents Mislocalization of CENP-A for Chromosomal Stability in Budding Yeast

**DOI:** 10.1371/journal.pgen.1008597

**Published:** 2020-02-07

**Authors:** Wei-Chun Au, Tianyi Zhang, Prashant K. Mishra, Jessica R. Eisenstatt, Robert L. Walker, Josefina Ocampo, Anthony Dawson, Jack Warren, Michael Costanzo, Anastasia Baryshnikova, Karin Flick, David J. Clark, Paul S. Meltzer, Richard E. Baker, Chad Myers, Charles Boone, Peter Kaiser, Munira A. Basrai

## Abstract

Restricting the localization of the histone H3 variant CENP-A (Cse4 in yeast, CID in flies) to centromeres is essential for faithful chromosome segregation. Mislocalization of CENP-A leads to chromosomal instability (CIN) in yeast, fly and human cells. Overexpression and mislocalization of CENP-A has been observed in many cancers and this correlates with increased invasiveness and poor prognosis. Yet genes that regulate CENP-A levels and localization under physiological conditions have not been defined. In this study we used a genome-wide genetic screen to identify essential genes required for Cse4 homeostasis to prevent its mislocalization for chromosomal stability. We show that two Skp, Cullin, F-box (SCF) ubiquitin ligases with the evolutionarily conserved F-box proteins Met30 and Cdc4 interact and cooperatively regulate proteolysis of endogenous Cse4 and prevent its mislocalization for faithful chromosome segregation under physiological conditions. The interaction of Met30 with Cdc4 is independent of the D domain, which is essential for their homodimerization and ubiquitination of other substrates. The requirement for both Cdc4 and Met30 for ubiquitination is specifc for Cse4; and a common substrate for Cdc4 and Met30 has not previously been described. Met30 is necessary for the interaction between Cdc4 and Cse4, and defects in this interaction lead to stabilization and mislocalization of Cse4, which in turn contributes to CIN. We provide the first direct link between Cse4 mislocalization to defects in kinetochore structure and show that SCF-mediated proteolysis of Cse4 is a major mechanism that prevents stable maintenance of Cse4 at non-centromeric regions, thus ensuring faithful chromosome segregation. In summary, we have identified essential pathways that regulate cellular levels of endogenous Cse4 and shown that proteolysis of Cse4 by SCF-Met30/Cdc4 prevents mislocalization and CIN in unperturbed cells.

## Author summary

Genetic material on each chromosome must be faithfully transmitted to the daughter cell during cell division and chromosomal instability (CIN) results in aneuploidy, a hallmark of cancers. The kinetochore (centromeric DNA and associated proteins) regulates faithful chromosome segregation. Restricting the localization of CENP-A (Cse4 in yeast) to kinetochores is essential for chromosomal stability. Mislocalization of CENP-A contributes to CIN in yeast, fly and human cells and is observed in cancers where it correlates with increased invasiveness and poor prognosis. Hence, identification of pathways that regulate CENP-A levels will help us understand the correlation between CENP-A mislocalization and aneuploidy in cancers. We used a genetic screen to identify essential genes for Cse4 homeostasis and identified a major ubiquitin-dependent pathway where both nuclear F-box proteins, Met30 and Cdc4 of the SCF complex, cooperatively regulate proteolysis of Cse4 to prevent its mislocalization and CIN under physiological conditions. Our studies define a role for SCF-mediated proteolysis of Cse4 as a critical mechanism to ensure faithful chromosome segregation. These studies are significant because mutations in human homologs of Met30 (β-TrCP) and Cdc4 (Fbxw7) have been implicated in cancers, and future studies will determine if SCF-mediated proteolysis of CENP-A prevents its mislocalization for chromosomal stability in human cells.

## Introduction

The kinetochore serves as a site for microtubule attachment and facilitates the separation of sister chromatids during mitosis for high fidelity chromosome segregation. Despite the divergence in DNA sequences, kinetochores in most species contain an evolutionarily conserved histone H3 variant (Cse4 in *Saccharomyces cerevisiae*, Cnp1 in *Schizosaccharomyces pombe*, CID in *Drosophila melanogaster*, and CENP-A in humans), which is essential for centromere (*CEN*) identity, kinetochore assembly and faithful chromosome segregation [1, 2]. Overexpression of centromere protein-A (CENP-A) results in mislocalization to non-centromeric chromosomal regions and contributes to chromosomal instability (CIN) in yeast, fly and human cells [3–8]. Overexpression and mislocalization of CENP-A has been observed in many cancers and correlates with increased invasiveness and poor prognosis [9–14]. However, the molecular mechanisms for this correlation are not understood. Hence, identification of pathways that regulate the cellular levels of CENP-A are critical to understand how high levels of CENP-A contribute to its mislocalization and aneuploidy in cancers.

Ubiquitin-proteasome pathways play a critical role in the regulation of cellular levels of Cse4 and its homologs in order to prevent mislocalization to non-centromeric chromatin in budding yeast, fission yeast and flies [15–19]. Ubiquitination of substrates for proteasome-mediated degradation is catalyzed by three classes of enzymes, namely the E1 ubiquitin-activating enzyme, E2 ubiquitin-conjugating enzyme and E3 ubiquitin ligase [20–22]. Studies with budding yeast have identified the non-essential E3 ubiquitin ligase Psh1, Sumo-targeted ubiquitin ligases (STUbLs) Slx5, Slx8 and the Skp-Cullin-F-box (SCF)-Rcy1 in ubiquitin-mediated proteolysis of overexpressed Cse4 [23–28]. Both the N-terminus and the CENP-A targeting domain (CATD) in the C-terminus of Cse4 are required for Psh1-mediated proteolysis of overexpressed Cse4 [19, 24, 25]. Psh1-mediated proteolysis of Cse4 is also regulated by the FACT (Facilitate Chromatin Transcription/transactions) complex and Casein kinase 2 (CK2) [29, 30]. In addition to ubiquitin ligases, chromatin associated complexes, such as the SWI/SNF, HIR and kinetochore protein Spt4, prevent mislocalization of Cse4 to non-centromeric regions [31–34]. Recently, it was shown that the cell cycle regulated expression of Cid and Cnp1 contribute to preventing their mislocalization to non-centromeric regions in flies and fission yeast, respectively [35, 36].

Cse4 is not completely stabilized in a *psh1Δ rcy1Δ slx5Δ ubr1Δ* quadruple mutant [37], which suggests the presence of additional pathways that regulate cellular levels of Cse4. Major defects in Cse4 proteolysis are expected to compromise viability due to severe CIN, but essential genes for this regulation have not been reported thus far. Hence, we performed a genome-wide screen using a Synthetic Genetic Array (SGA) of temperature sensitive (TS) alleles for 560 essential genes to identify mutants that exhibit Synthetic Dosage Lethality (SDL) when Cse4 is overexpressed [38–41]. The screen revealed 160 alleles that displayed significant growth inhibition with overexpressed Cse4. Gene Ontology (GO) analysis of these genes revealed an enrichment of components involved in ubiquitin-proteasome pathways, especially components of the SCF-ubiquitin ligase complexes with the F-box proteins Met30 and Cdc4 [22].

SCF-ubiquitin complexes are among the best characterized subgroup of Cullin-Ring ligases (CRLs) which represent the largest class of E3 enzymes. The SCF ubiquitin E3 ligase complex is comprised of the core components Skp1, Cullin-1 (Cdc53) and the variable substrate-specifying F-box protein subunits. These components assemble into a functional complex with Rbx1, a RING domain-containing protein, which interacts with the E2 conjugating enzyme (Cdc34) that catalyzes the transfer of ubiquitin moieties to the substrate [42]. SCF-mediated ubiquitination of substrates regulates a range of cellular pathways including cell cycle progression, signal transduction and transcription [43]. Yeast encodes 22 different F-box proteins [22]. Notably, Met30 and Cdc4 are the only essential F-box proteins that form active ubiquitin ligases [22, 44]. Met30 coordinates cell division with nutrient or heavy metal stress by ubiquitination and inactivation of its main target, the transcriptional regulator Met4 [45–48]. Ubiquitinated Met4 functions as a receptor for SCF-Met30/Met4 and triggers the ubiquitination and degradation of several Met4 binding factors such as the cell cycle regulator Met32 [49]. Cdc4 has roles in the cell cycle, cell metabolism and epigenetics by regulating ubiquitin-mediated proteolysis of targets such as the cyclin-dependent kinase inhibitor Sic1 [50], the transcription factor Gcn4 [51], and the histone deacetylase Hst3 [44, 52, 53].

In the present study, we identified the two essential SCF ubiquitin ligases defined by the F-box proteins Met30 and Cdc4 as major regulators of Cse4 proteolysis and localization. We show that Met30 and Cdc4 cooperatively regulate Cse4 proteolysis under normal physiological conditions. Together, our results suggest SCF-Met30/Cdc4-mediated proteolysis of Cse4 is one of the major mechanisms that prevents stable maintenance of Cse4 at non-centromeric regions, thus ensuring faithful chromosome segregation.

## Results

### A genome–wide screen reveals an essential role of proteasomal degradation and ubiquitin ligase activity for growth when Cse4 is overexpressed

Major pathways that prevent Cse4 mislocalization to non-centromeric regions are critical to prevent CIN, and we therefore expected such pathways to be essential for viability of haploid yeasts. To sensitize a genetic approach for identification of these pathways, we used strains with temperature sensitive (TS) alleles of essential genes to identify those that display SDL when Cse4 is overexpressed (*GAL-CSE4*). A query strain with *GAL-CSE4* integrated at the endogenous *CSE4* locus was mated to an array of 786 conditional TS mutant strains, representing 560 essential genes, and deletions of 186 non-essential genes for internal calibration of the SGA interaction score. Growth of the haploid meiotic progeny of each mutant with *GAL-CSE4* was scored on galactose medium at the permissive growth temperature of 26°C. The SGA score for growth was determined as previously described [38] and filtered using the intermediate confidence threshold (*p*-value <0.05 and |Score| >0.08) [39, 40] (S1 Table).

Three biological replicates of the SGA screen identified 160 alleles representing 140 genes that exhibited significant growth inhibition with *GAL-CSE4* and are referred to as negative genetic interactors. Gene Ontology (GO) analysis for molecular functions and cellular components identified categories related to the proteasome complex, SCF ubiquitin ligase complex, ubiquitin binding, ubiquitin-protein ligase activity, chromatin and nucleotide binding and ATPase activity (*p*-value ranging from 7.72e^-09^ to 9.00e^-03^) (Table 1). We also performed GO analysis of the negative genetic interactors for biological processes (Fig 1). This revealed an enrichment of genes that regulate cell budding, ubiquitin-dependent protein catabolic process, mitotic cell cycle, cell division, chromatin modification, transcription and DNA-dependent replication initiation. Given that the TS array only represents a fraction of the whole genome, we examined the relative enrichment of the negative genetic interactors (This study) to genes in a given category on the TS array (Array) (Fig 1). These results confirm the importance of biological processes such as cell budding, ubiquitin-dependent protein catabolic process and regulation of mitotic cell cycle in the cells overexpressing Cse4. Moreover, the majority of the negative interactor genes (105 of the 113 genes) are evolutionarily conserved with homologs in human, mouse, flies and/or worms (S1 Table). Based on cross-species studies, 57 yeast mutants are complemented by human homologs (S1 Table). Overall, analysis of the SGA screen for SDL with *GAL-CSE4* in essential gene mutants resulted in an enrichment of genes encoding for ubiquitin-dependent catabolic processes, proteasome degradation pathway and ubiquitin ligase activity (Table 1 and Fig 1).

**Fig 1:**
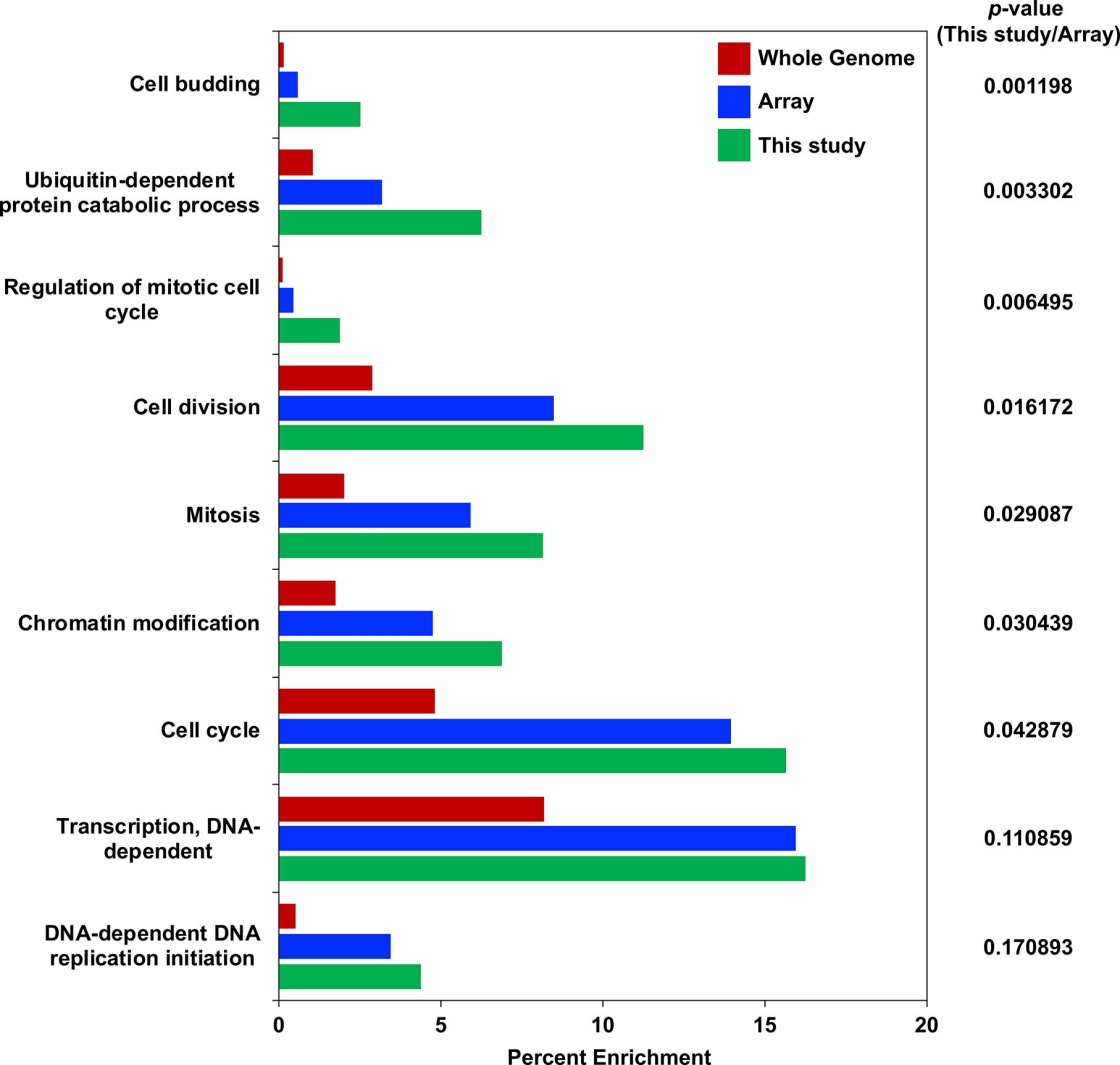
GO analysis of negative genetic interactor genes with *GAL-CSE4* for biological processes. Enrichment of genes in biological processes. The GO analysis for biological processes was performed (*p*-values ranging from 7.72e^-09^ to 1.74e^-04^). Displayed is the percentage of annotated genes in each category over the number of genes in the whole genome (Red bars), genes from the TS array in each category over the number of genes present on the TS array (Blue bars), and genes in each category identified from This study over the total number of negative genetic interactors (Green bars). The order of biological process groups is arranged based on the calculated p value which assesses the probability of having a genetic interaction with *GAL-CSE4* in a given biological process from the genes available on the TS array (most significant on the top).

**Table 1:** Gene Ontology (GO) analysis of the negative genetic interactors for molecular functions and cellular component when Cse4 is overexpressed.

GO Term	Gene Name	Fraction	*p*-value
**Molecular Function**			
Ubiquitin binding	*CDC4 CKS1 DOA1 MET30 TAF5 UBC4*	6/37	1.10e^-04^
Structural molecule activity	*NUP57 NUP145 PDS5 RPN6 RPN7 RPN10 SEC13*	7/63	3.40e^-04^
tRNA (adenine-N1-)-methyltransferase activity	*GCD10 GCD14*	2/2	4.46e^-04^
ATP binding	*ARO1 ARP2 ARP3 CAB5 CCA1 CCT6 CDC7 CDC15 CDC48 DED1 MOT1 MPS1 MYO2 ORC1 PRI1 RFC5 RRP3 SEC18 SLM3 SMC1 SMC4 UBA4 UBC4 VAS1 YDJ1 YTA7*	26/622	5.28e^-04^
Nucleotidyltransferase activity	*CCA1 POL1 POL3 PRI1 QRI1 RPO31*	6/49	5.39e^-04^
Binding	*ARO1 CDC27 CDC23 CDC48 CLF1 ETR1 MOT1 PDS5 PRP6 RPN1 RPN6 RPN7 SCC2 SEC18 STU1 UBA4*	16/300	5.68e^-04^
Endopeptidase activity	*PRE2 PRE4 RPN1 SCL1*	4/20	7.20e^-04^
Ubiquitin-protein ligase activity	*APC11 CDC4 CDC23 CDC27 CDC36 CDC53 UBC4*	7/77	1.16e^-03^
**Cellular Component**			
Nucleus	***APQ12 ASA1*** *ASF1* ***BRL1*** *CAB5 CCA1 CDC4 CDC7 CDC14 CDC23 CDC27 CDC36 CDC48 CDC53* ***CIK1*** *CKS1 CLF1 DCP2 DOA1 ELP4 FIP1 GCD10 GCD14 GLC7 GLE1 HRP1 HSF1 IKI3* ***LGE1*** *MET30 MOT1 MRE11* ***NBP2*** *NIP7 NOP2 NOP56 NUP57 NUP145 ORC1 PCF11 PDS5 PHO80 POL1* ***POL3*** *PRE2 PRE4 PRP6 PRP18 QRI1 RFC5 RIM20 RNA15 RPC34 RPN1* ***RPN4*** *RPN7 RPN11 RPO31 RRP3 RSC8* ***RTT109*** *SAP30 SCC2 SCL1 SDS3 SEC13* ***SLD3*** *SMC1 SMC4* ***SMI1*** *SPC110 SPT3 SRM1* ***STB5 STP1*** *STS1 STU1 SWC4 TAF5 TAF12 TFB1* ***TFC8*** *TIF6 TPT1 URM1 VPS71 YKE2 YTA7 ZPR1*	89/1965	1.03e^-14^
Proteasome complex	*PRE2 PRE4 RPN1 RPN5 RPN6 RPN7 RPN10 RPN11 RPN12 SCL1 UBC4*	11/46	1.86e^-09^
Proteasome storage granule	*PRE2 PRE4 RPN1 RPN5 RPN6 RPN11 RPN12 SCL1*	8/26	3.78e^-08^
Proteasome regulatory particle, lid subcomplex	*RPN5 RPN6 RPN7 RPN11 RPN12*	5/10	9.23e^-07^
Nuclear SCF ubiquitin ligase complex	*CDC4 MET30*	2/2	4.45e^-04^

The 140 significant negative genetic interactor genes were analyzed (http://funspec.med.utoronto.ca/, April 2017; *p*-value cutoff = 0.01) for GO term analysis for molecular functions and cellular components. Listed are the GO categories with *p*-values ranging from 1.03e^-14^ to 1.16e^-03^, gene names, and fraction of genes from the input over the total number in a given category. All genes except the ones in bold letters are evolutionarily conserved.

### Mutants of SCF-Met30 and SCF-Cdc4 exhibit SDL with overexpressed Cse4

The SGA screen identified the SCF ubiquitin ligase complex components Cullin-1/Cdc53 and both nuclear F-box proteins, Met30 and Cdc4 (Table 1 and Fig 1). To confirm the SGA results and further investigate the role of the SCF complex in proteolysis of Cse4, we transformed *cdc53-1*, *met30-6* and *cdc4-1* strains with a *GAL-CSE4* plasmid or empty vector and assayed for growth on plates containing glucose or galactose. The *cdc53-1*, *met30-6* and *cdc4-1* strains exhibit SDL with *GAL-CSE4* on galactose plates at the permissive temperature of 25°C (Fig 2A and 2B). No growth defects in the strains transformed with vector alone on galactose plates were observed (Fig 2A and 2B). Flow cytometry analysis showed that logarithmically grown *met30-6* and *cdc4-1* strains did not exhibit defects in cell cycle progression at 25°C (S1 Fig), excluding that cell cycle position effects are responsible for the genetic interaction. The *GAL-CSE4*-mediated SDL in these mutants was linked to mutations in *MET30* or *CDC4* as the growth defects of *met30-6* and *cdc4-1* with *GAL-CSE4* were partially suppressed by expressing their respective WT genes in these strains (Fig 2A). The lack of complete suppression may be due to the presence of the defective mutant protein that may compete with the wild type protein for binding to Cse4 or Skp1. We also examined the SDL phenotype with an E2 enzyme mutant (*cdc34-1*), as well as alleles for *SKP1* (*skp1-3)* and *RBX1* (*rbx1-ts*) genes that encode the remaining components of the SCF complex [42] which were not included on the TS array. Growth assays showed that *cdc34-1*, *skp1-3* and *rbx1-ts* strains exhibit SDL with *GAL-CSE4* on galactose plates at the permissive temperature (Fig 2B). Expression of *CDC34* suppressed the SDL of *GAL-CSE4 cdc34-1* cells (Fig 2B).

**Fig 2:**
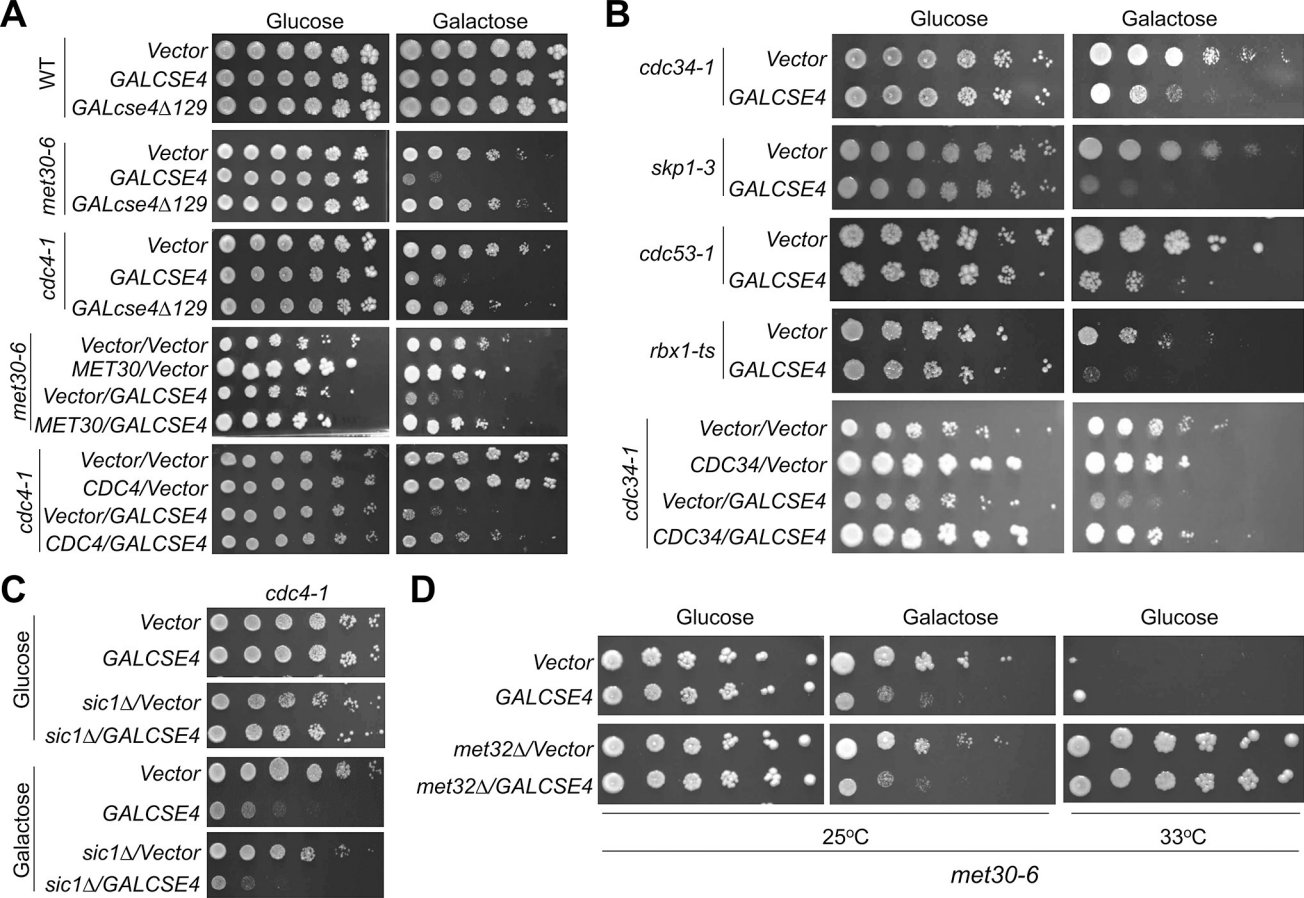
SCF-Cdc4 and SCF-Met30 mutants display SDL with *GAL-CSE4*. (A) *met30* and *cdc4* mutants display SDL with *GAL-CSE4*. WT (BY4741) or the indicated mutant strains transformed with vector (pMB433), *GAL-HA-CSE4* (pMB1597) or *GAL-HA-cse4Δ129* (pMB1459) were grown to logarithmic phase, five-fold serial dilutions were prepared and plated on either glucose or galactose plates at 25°C. Complementation of *GAL-CSE4* induced SDL of *met30-6* and *cdc4-1* was performed with *met30-6* (TSA948) and *cdc4-1* (TSA878) strains with or without *GAL-CSE4* transformed with vector or plasmids expressing *MET30* (pMB1619) or *CDC4* (pMB1617) at 25°C. (B) Mutants of SCF components display SDL with *GAL-CSE4*. WT (BY4741) or the indicated mutant strains transformed with vector (pMB433) or *GAL-HA-CSE4* (pMB1597) were grown to logarithmic phase; five-fold serial dilutions were prepared and plated on either glucose or galactose plates at 25°C except for the *cdc53-1* strain, which was incubated at 33°C. Complementation of *GAL-CSE4* induced SDL of *cdc34-1* was performed with *cdc34-1* with or without *GAL-CSE4* transformed with vector or plasmid expressing *CDC34* (pMB1618) at 25°C. (C) *sic1Δ* does not rescue the SDL of *GAL-CSE4 cdc4-1*. Growth assays were performed using *cdc4-1* (YMB9571) and *cdc4-1 sic1Δ* (YMB9713) with or without *GAL-CSE4* plated on glucose or galactose plates at 25°C. (D) *met32Δ* does not rescue the SDL of *GAL-CSE4 met30-6* strain. Growth assays were performed using *met30-6* (YMB8442) and *met32Δ met30-6* (YMB10681) strains with or without *GAL-CSE4* (pMB1597) plated on glucose or galactose medium at 25°C. The suppression of temperature sensitivity of *met30-6* by *met32Δ* was tested on glucose medium at the non-permissive temperature of 33°C.

We next examined if the N-terminus of Cse4 is required for the SDL of *GAL-CSE4* in *met30-6* and *cdc4-1* strains. The rationale for this is based on the essential role of the N-terminus for its interactions with kinetochore proteins, Ub-mediated proteolysis and post-translational modifications (PTMs) of Cse4 [19, 26, 27, 54–62]. Furthermore, we recently showed that *hir* mutants, which are defective in proteolysis of overexpressed Cse4, are sensitive to *GAL-CSE4* but not *GAL-cse4Δ129* (Cse4 lacking the N-terminal domain) [33]. Growth assays showed that *GAL-cse4Δ129* did not result in lethality in WT, *met30-6* or *cdc4-1* strains (Fig 2A), suggesting that the N-terminus of Cse4 is required for the SDL of *GAL-CSE4*.

Previous studies have defined roles for SCF-Cdc4 in ubiquitination of cellular substrates, with the cell cycle inhibitor Sic1 being the most critical one [50]. Accordingly, deleting *SIC1* suppresses the G1-S transition defect of a *cdc4-1* strain, but *cdc4-1 sic1Δ* double mutants arrest at later stages in the cell cycle [53]. SCF-Met30 ubiquitinates Met4 and Met32 in a Met4-dependent manner, and deletion of *MET4* or *MET32* suppresses the temperature sensitivity of *met30-6* strains [47, 49]. Therefore, we determined if deletion of *SIC1* or *MET32* would suppress the SDL phenotype of *GAL-CSE4* in *cdc4-1* and *met30-6* strains, respectively. Growth assays showed that the SDL of *GAL-CSE4* in *cdc4-1* cells remained unaffected when combined with *sic1Δ* (Fig 2C). Similarly, the SDL of *GAL-CSE4 met30-6* was not suppressed by *met32Δ*. As expected, the temperature sensitivity of *met30-6* strain was suppressed in the *met32Δ met30-6* strain at 33°C (Fig 2D). These results show that SCF-Met30 and SCF-Cdc4 complexes are essential for growth when Cse4 is overexpressed and that the SDL of *GAL-CSE4* in *cdc4-1* and *met30-6* strains is independent of the key targets of Cdc4 and Met30.

### Met30 and Cdc4 interact with Cse4 and regulate ubiquitin-mediated proteolysis of overexpressed Cse4

Defects in Cse4 proteolysis contribute to *GAL-CSE4*-mediated SDL in *psh1Δ*, *doa1Δ*, *slx5Δ* and *hir2Δ* strains [19, 24–26, 33]. Hence, we examined the stability of overexpressed HA-Cse4 in WT, *met30-6* and *cdc4-1* strains using whole cell extracts from strains grown at the permissive temperature of 25°C. Cse4 was rapidly degraded in the WT strain 90 minutes after cycloheximide (CHX) treatment (Fig 3A and 3B). However, the stability of Cse4 was significantly higher in *met30-6* and *cdc4-1* strains (Fig 3A and 3B). Given that F-box proteins Met30 and Cdc4 function in a complex with Skp1 and Cdc53, these results show that SCF-Met30 and SCF-Cdc4 contribute to the proteolysis of overexpressed Cse4.

**Fig 3:**
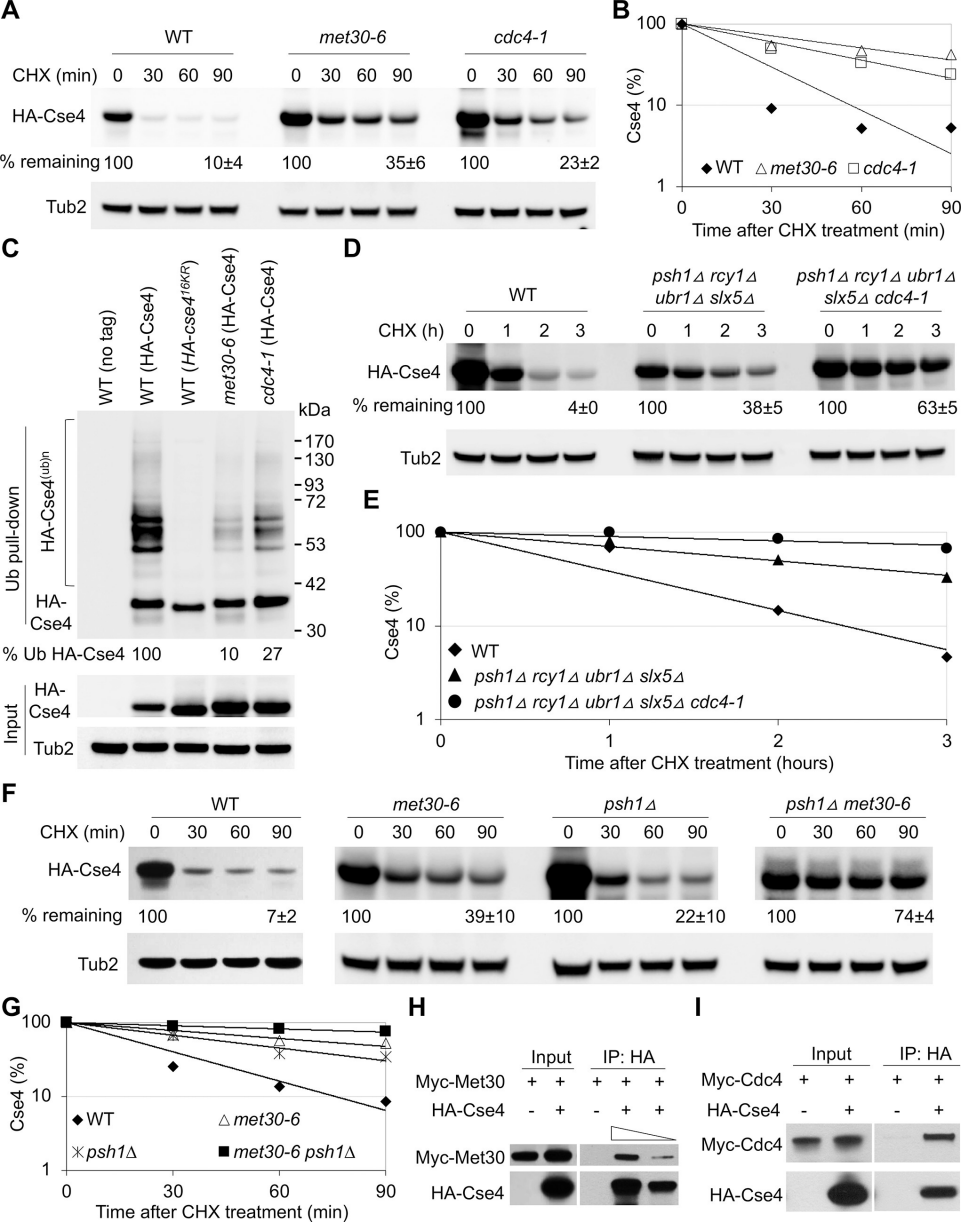
Met30 and Cdc4 interact with Cse4 and regulate ubiquitin-mediated proteolysis of Cse4. (A) Increased stability of overexpressed Cse4 in *met30-6* and *cdc4-1* strains. Western blot analysis was performed with whole cell extracts (WCE) prepared from strains expressing *GAL-HA-CSE4* (pMB1597) grown in galactose media for one hour for WT strain and 3 hours for *met30-6* (TSA848) and *cdc4-1* (TSA878) strains at 25°C and probed with anti-HA (HA-Cse4) and anti-Tub2 antibodies (loading control). Percentage of remaining HA-Cse4 (normalized to Tub2) at the 90 minutes after CHX treatment is shown. Results from three biological repeats are shown as mean ± standard deviation. (B) Line graph for results shown in (A). (C) Reduced levels of ubiquitinated Cse4 in *met30-6* and *cdc4-1* strains. Ub pull-down was performed with WCE prepared after growth of strains in galactose medium for one hour for WT (BY4741) and three hours for *met30-6* (YMB9353), and *cdc4-1* (YMB9571) strains carrying vector or *GAL-HA-CSE4* (pMB1597) at 25°C. WT strains expressing non-tagged Cse4 (empty vector) or HA- cse4^(16KR)^ (pMB1892) were used as negative control for laddering pattern of ubiquitinated Cse4. Western blots were probed with anti-HA antibody. The percentage of ubiquitinated Cse4 is calculated by normalizing the amount of ubiquitinated Cse4 from the Ub pull-down to the levels of non-modified Cse4 in the input where WT is set to 100%. (D) *cdc4-1* increases the stability of overexpressed Cse4 in quadruple mutant (*psh1Δ slx5Δ rcy1Δ ubr1Δ*)(YHR333) strain. The stability of overexpressed Cse4 (pMB1458) was examined in WT, quadruple (YMB11244) and quintuple (*psh1Δ slx5Δ rcy1Δ ubr1Δ cdc4-1*) (YMB11245) mutant strains. Growth in galactose medium was for two hours for WT and quadruple strains and three hours for the quintuple strain. The average of percentage of remaining HA-Cse4 from two biological repeats at 90 min post CHX treatment is shown. (E) Line graph for result shown in (D). (F) *met30-6* further increases the stability of overexpressed Cse4 in *psh1Δ* strain. Stability of overexpressed Cse4 is determined as in (A) for WT(BY4741), *met30-6* (YMB9353), *psh1Δ* (YMB9352) and *met30-6 psh1Δ* (YMB9350) strains. WCE prepared after growth of strains in galactose medium for one hour for WT and *psh1Δ* strains and 3 hours for *met30-6* and *met30-6 psh1Δ* strains. The results represent the average of two biological repeats. A shorter (non-saturated) exposure of Western blot results for *met30-6 psh1Δ* is shown and used for quantification. (G) Line graph for results shown in (F). (H) Cse4 interacts with Met30 *in vivo*. Protein extracts from a WT strain (BY4741) expressing Myc-Met30 (pK699) with either vector (pMB433) or *GAL-HA-CSE4* (pMB1597) were prepared after transient induction of Cse4 in galactose medium for 3 hours at 25°C. Input or IP (anti-HA) samples were analyzed by Western blot and probed with anti-Myc and anti-HA antibodies. For quantification, IP samples in two concentrations (undiluted and diluted 1:3) were loaded (indicated by the triangle). (I) Cse4 interacts with Cdc4 *in vivo*. Protein extracts from *Myc-CDC4* strain (YMB9674) with either vector (pMB433) or *GAL-HA-CSE4* (pMB1597) were prepared after transient induction of Cse4 in galactose medium for 3 hours at 25°C. Input or IP (anti-HA) samples were analyzed by Western blot and probed with anti-Myc and anti-HA antibodies.

To determine whether the higher stability of overexpressed Cse4 in *met3-6* and *cdc4-1* strains is due to defects in ubiquitination, we assayed the levels of ubiquitinated Cse4 of *GAL-HA-CSE4* strain and a non-tagged WT strain as the control by performing an affinity pull-down of ubiquitinated proteins using Ub-binding agarose. As reported previously [19], ubiquitinated Cse4 is detected as a laddering pattern in WT cells expressing HA-Cse4, and no signal was observed in cells without the HA tag (Fig 3C). WT strain overexpressing HA-cse4^16KR^ (non-ubiquitinable Cse4 mutant) did not show laddering pattern but the presence of non-modified Cse4 after Ub pull-down. As reported previously [19], these results confirms that the laddering represents ubiquitinated Cse4, and the non-modified Cse4 is detected due to interaction of Cse4-interacting proteins bound to Ub-binding agarose. Consistent with the possible role of SCF-Met30 and SCF-Cdc4 for Ub-dependent Cse4 proteolysis, the levels of ubiquitinated Cse4 was reduced in the *met30-6* and *cdc4-1* strains (Fig 3C).

Previous studies have shown that overexpressed Cse4 is not completely stabilized in a quadruple mutant for E3 ubiquitin ligase or its co-factor namely *psh1Δ slx5Δ rcy1Δ ubr1Δ* [37]. To assess the contribution of SCF-Met30 and SCF-Cdc4 in Cse4 proteolysis relative to other E3 ligases identified so far, we created quintuple mutants of *cdc4-1* with *psh1Δ slx5Δ rcy1Δ ubr1Δ*. Protein stability assays showed much higher stability of overexpressed Cse4 in the *psh1Δ slx5Δ rcy1Δ ubr1Δ cdc4-1* strain when compared to the quadruple strain (Fig 3D and 3E). We were unable to create a *psh1Δ slx5Δ rcy1Δ ubr1Δ met30-6* strain, and since Psh1 is a major player in proteolysis of overexpressed Cse4 [24, 25], we created a *psh1Δ met30-6* strain to assess epistasis. Protein stability assays showed that Cse4 was more stable in the *psh1Δ met30-6* double mutant strain when compared to the WT and single *met30-6* or *psh1Δ* strains (Fig 3F and 3G). Based on these results, we conclude that SCF-Met30 and SCF-Cdc4 constitute one of the major pathways for proteolysis of Cse4, and SCF-Met30 and SCF-Cdc4 may function independently from Psh1, Slx5, Rcy1 and Ubr1.

F-box proteins interact with their substrates and function as substrate receptors in the context of SCF ligases. We therefore performed co-immunoprecipitation (Co-IP) experiments to examine if Cse4 interacts with Met30 or Cdc4 *in vivo*, using strains expressing Myc-Met30 or Myc-Cdc4 with and without HA-Cse4. Western blot analysis showed that Myc-Met30 (Fig 3H) and Myc-Cdc4 (Fig 3I) co-immunoprecipitated with HA-Cse4. No signal was detected in the untagged strains. Taken together, these results show that Met30 and Cdc4 interact with Cse4 *in vivo* and regulate ubiquitin-mediated proteolysis of overexpressed Cse4.

### SCF-Met30 and SCF-Cdc4 regulate proteolysis of Cse4 under physiological conditions

Our results have shown a role for SCF-Met30 and SCF-Cdc4 in proteolysis of overexpressed Cse4. Degradation of overexpressed proteins is often triggered by unfolded proteins in the overproduced protein pool due to escape from the folding machinery or saturation of the natural site. In order to investigate the physiological role of SCF-Met30 and SCF-Cdc4 in proteolysis of Cse4, we examined the stability of HA-Cse4 expressed from its native promoter at its endogenous locus. Western blot analysis was performed on whole cell extracts prepared from cells grown at the permissive temperature of 25°C, and HA-Cse4 levels were quantified at the indicated time points after CHX treatment. HA-Cse4 was rapidly degraded in WT cells but remained relatively stable in *cdc4-1* and *met30-6* strains at 60 minutes post-CHX treatment (Fig 4A). The stability of histone H3 did not change in *cdc4-1* and *met30-6* strains compared to the WT strain (Fig 4A). Based on these results, we conclude that SCF-Met30 and SCF-Cdc4 regulate proteolysis of endogenous Cse4 under physiological conditions.

**Fig 4:**
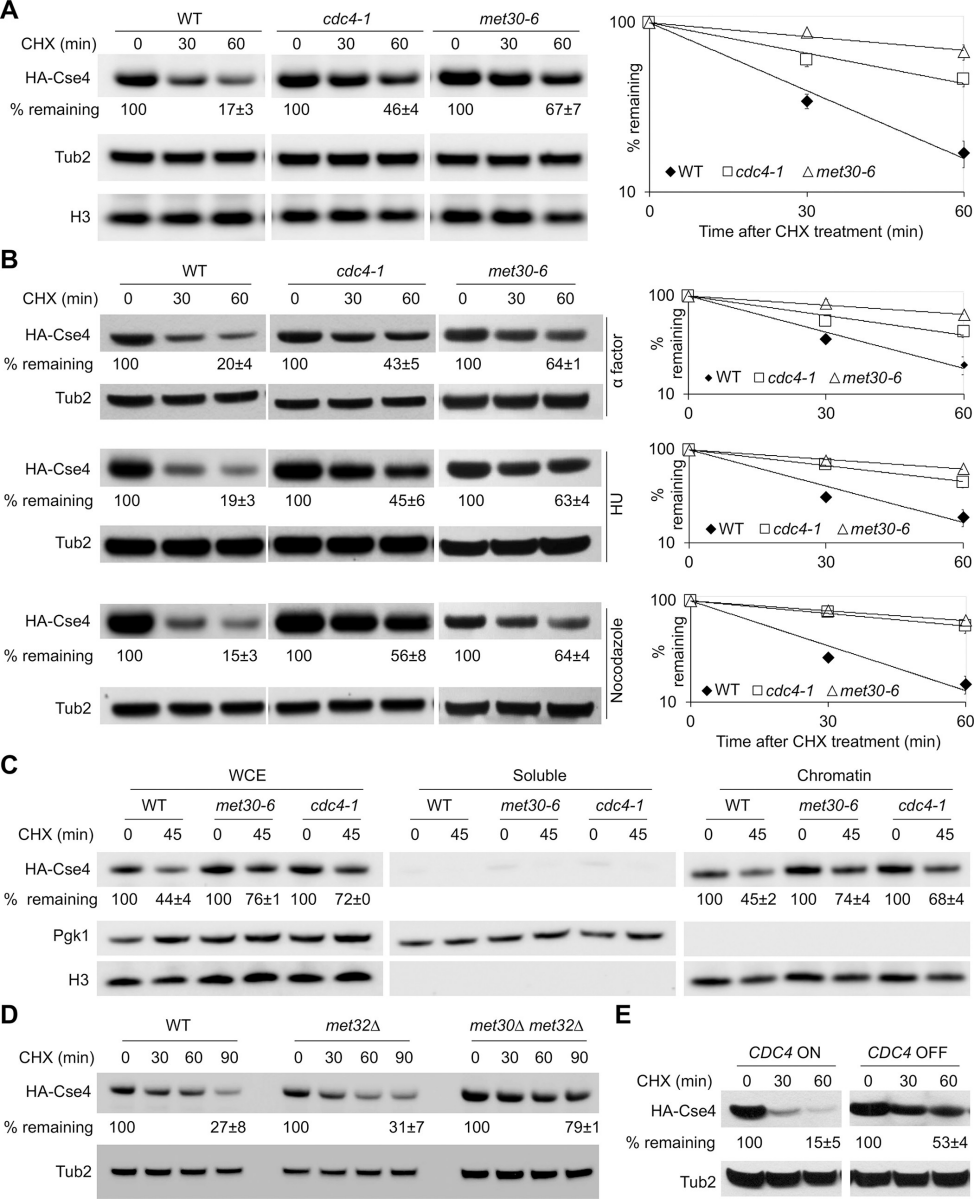
Met30 and Cdc4 regulate stability of endogenous Cse4 independent of cell cycle stage. (A) Increased stability of endogenous HA-Cse4 but not histone H3 in *met30-6* and *cdc4-1* strains. Western blot analysis was performed using WCE from WT (YMB9673), *cdc4-1* (YMB9571), and *met30-6* (YMB8789) strains expressing endogenous HA-Cse4 grown at 25°C. Western blots were probed with anti-HA, anti-H3 and anti-Tub2 (loading control) antibodies. Percentage of remaining HA-Cse4 at 60 minutes after CHX treatment (50 μg/ml) is indicated. Line graphs of the results at different time points is shown on the right. Results from at least two biological experiments are shown as mean ± average deviation. (B) Defects in Cse4 proteolysis in *cdc4-1* and *met30-6* strains are cell cycle independent. Levels of endogenous HA-Cse4 were analyzed by Western blot analysis as described in (A) except WCE were prepared from cells arrested in either G1 phase (with alpha factor), S phase (with hydroxyurea; HU), or G2/M phase (with nocodazole) for 90 min (S2 Fig). Percentage of remaining HA-Cse4 at 60 minutes after CHX treatment (50 μg/ml) is indicated. Line graphs of the results at different time points are shown on the right. Results from two biological experiments are shown as mean ± average deviation. (C) Stabilized Cse4 is enriched in chromatin. Whole cell extracts, soluble and chromatin fractions from WT (YMB9673), *cdc4-1* (YMB9571) and *met30-6* (YMB8789) strains expressing endogenous HA-Cse4 grown at 25°C were analyzed by Western blot analysis using anti-HA (HA-Cse4), anti-Tub2, and anti-H3 antibodies. Tub2 and histone H3 were used as markers for soluble and chromatin fractions, respectively. Percentage of HA-Cse4 remaining after 45 minutes of CHX treatment are shown. Results from two biological experiments are shown as mean ± average deviation. (D) Deletion of *MET32* does not suppress the defect in Cse4 proteolysis in *met30Δ met32Δ s*train. Western blot analysis was performed with WCE from WT (YMB9673), *met32Δ* (YMB10859) and *met30Δ met32Δ* (YMB10799) strains grown at 25°C. Western blots were probed with anti-HA or anti-Tub2 antibodies. Percentage of HA-Cse4 remaining at 90 minutes after CHX treatment (50 μg/ml) is indicated. Results from two biological experiments are shown as mean ± average deviation. (E) Endogenous HA-Cse4 is stabilized upon depletion of Cdc4. The *CDC4* shut-off strain (YMB10212) expressing endogenous HA-Cse4 was grown in galactose at 25°C. CHX (50 ug/ml) treated cells were collected at indicated time points from galactose grown culture (*CDC4*-ON) or after shift to glucose medium (*CDC4*-OFF) for 60 min. Western blots were probed with anti-HA or anti-Tub2 (used as a loading control) antibodies. Percentage of HA-Cse4 remaining at 60 minutes after CHX treatment is indicated. Results of at least two biological experiments are shown as mean ± average deviation.

We next investigated whether SCF-Met30 and SCF-Cdc4 regulate proteolysis of Cse4 in a cell cycle-dependent manner. Protein stability assays were done using WT, *cdc4-1* and *met30-6* strains arrested in G1 (α factor), S phase (with hydroxyurea; HU) and M phase (with nocodazole) at 25°C. We performed Fluorescence Activated Cell Sorting (FACS) and nuclear morphology analysis to determine the cell cycle arrest for each strain (S2 Fig). Consistent with previous observations [24], Cse4 is rapidly degraded in the WT cells in G1, S and M phases of the cell cycle (Fig 4B). However, independent of cell cycle arrest condition, Cse4 was stabilized in *cdc4-1* and *met30-6* strains, indicating that SCF-Met30 and SCF-Cdc4 are required for Cse4 degradation independent of specific cell cycle stages.

To determine if the higher levels of Cse4 in whole cell extracts of *met30-6* and *cdc4-1* strains are due to higher levels of Cse4 in the soluble or chromatin fraction, we performed subcellular fractionation of endogenous Cse4 in WT, *cdc4-1* and *met30-6* strains with or without CHX. Our results showed that chromatin-associated Cse4 was more stable in the *met30-6* and *cdc4-1* strains when compared to the WT strain (Fig 4C). Consistent with previous results [26], Cse4 was barely detectable in the soluble fraction of WT, *met30-6* and *cdc4-1* strains (Fig 4C). Taken together, these results suggest that SCF-Met30 and SCF-Cdc4 restrict the level of chromatin -bound Cse4.

To examine if the defects in Cse4 proteolysis in *met30-6* were allele-specific, we made use of the observation that the essentiality of *MET30* is suppressed by a deletion of *MET32* [48]. The stability of Cse4 was examined in a *met30Δ met32Δ* strain. As expected, *met30Δ met32Δ* is viable and does not exhibit temperature sensitivity for growth (S3B Fig). We observed defects in Cse4 proteolysis in *met30Δ met32Δ* when compared to WT or a *met32Δ* strain at 90 minutes post-CHX treatment (Fig 4D). In a second approach, we created an auxin-inducible Met30 degron system (AID-MET30) to deplete Met30 in the presence of TIR1 and auxin [63, 64]. Defects in Cse4 proteolysis upon depletion of Met30 were observed after 2 hours of auxin treatment in cells expressing *TIR1* but not in cells without auxin treatment or strains lacking *TIR1* at 90 min after CHX treatment (S3A Fig).

We next tested if defects in Cse4 proteolysis were due to loss of Cdc4 activity rather than hypermorphic effects of the *cdc4-1* allele. We created an auxin-inducible degron system targeting Cdc4, however, we failed to see a significant depletion of Cdc4 upon auxin treatment. Hence, we created a Cdc4-shut off strain in which *CDC4* is expressed from a *GAL1* promoter at the *CDC4* endogenous locus. In this strain, *CDC4* was overexpressed in galactose-containing medium and depleted upon growth in glucose medium for 60 minutes (S3C Fig). Defects in Cse4 proteolysis were observed after depletion of Cdc4 (*CDC4* OFF) when compared to the control *CDC4*-ON strain at 60 minutes post-CHX treatment (Fig 4E). Taken together, these results show that defects in Cse4 proteolysis are not specific to *met30-6* and *cdc4-1* mutant alleles and define a role for SCF-Met30 and SCF-Cdc4 in proteolysis of endogenous Cse4 under physiological conditions.

### Met30 and Cdc4 interact *in vivo* and cooperatively regulate the proteolysis of Cse4

Met30 and Cdc4 have a high degree of homology (53.7% amino acid sequence similarity) and both proteins interact with Cse4 to regulate proteolysis of Cse4 (Fig 3H and 3I and Fig 4A). Our results prompted us to investigate the contribution and functional relationship between Cdc4 and Met30 in Cse4 proteolysis. The stability of endogenous Cse4 was examined in *cdc4-1*, *met30-6* and *cdc4-1 met30-6* double mutant strains grown at the permissive temperature of 25°C. As shown earlier (Fig 4A), Western blot analysis of whole cell extracts showed higher stability of Cse4 in *met30-6* and *cdc4-1* strains when compared to WT strains 90 minutes after CHX treatment (Fig 5A). The stability of Cse4 in the *cdc4-1 met30-6* double mutant strain was not significantly higher than that observed in the *met30-6* strain, suggesting that Met30 and Cdc4 may function in the same pathway to regulate Cse4 proteolysis.

**Fig 5:**
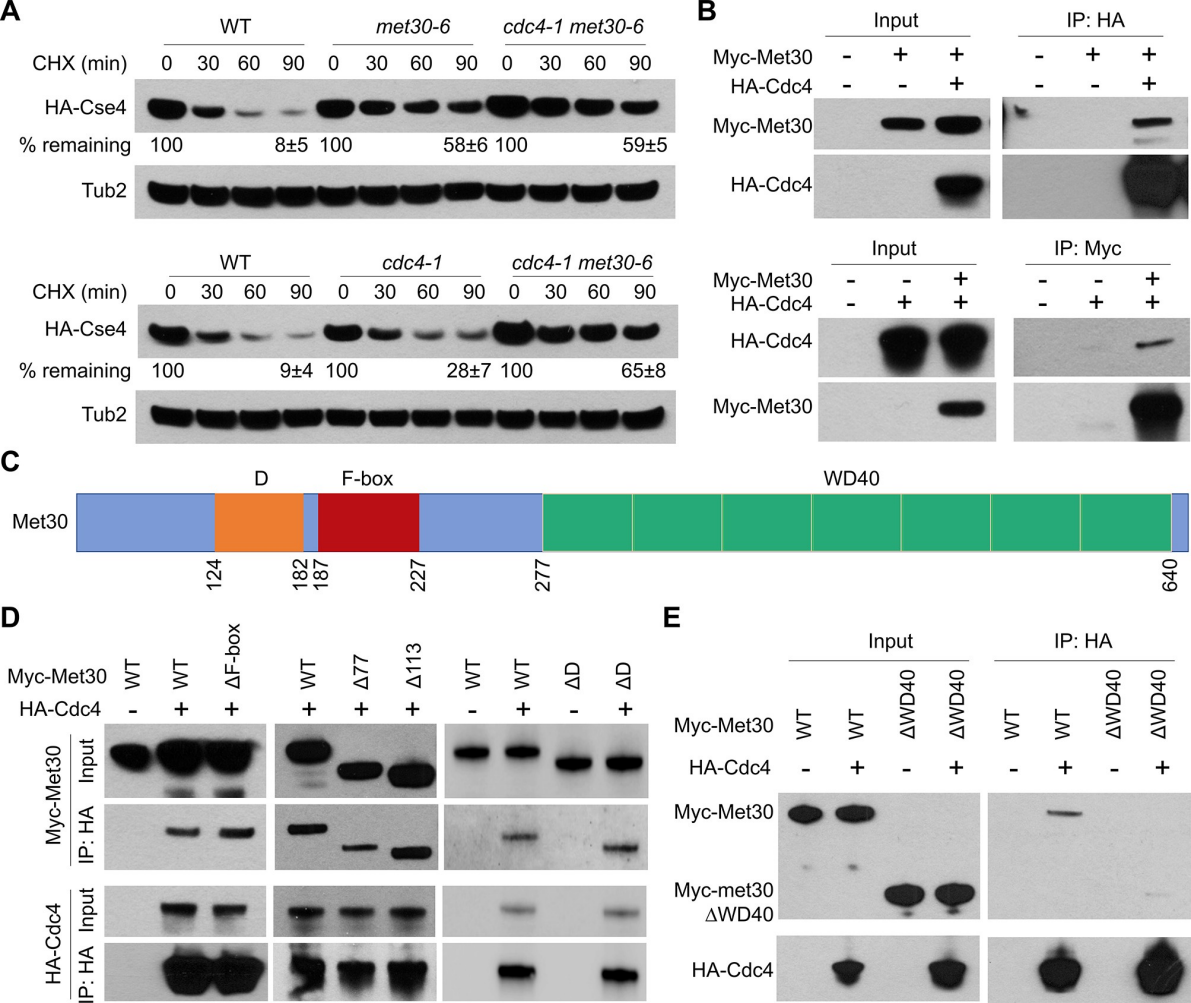
Met30 and Cdc4 interact *in vivo* and cooperatively regulate proteolysis of Cse4. (A) Cdc4 and Met30 cooperatively regulate proteolysis of Cse4. Western blot analysis was performed with WCE prepared from WT (YMB9673), *met30-6* (YMB8789), *cdc4*-*1* (YMB9571) and *cdc4-1 met30-1* (YMB10033) strains expressing endogenous HA-Cse4. The percentage of remaining HA-Cse4 at 90 minutes after CHX treatment (50 μg/ml) is indicated. Results from two biological experiments are shown as mean ± average deviation. (B) Met30 interacts with Cdc4 *in vivo*. Top panel: Co-IP was performed with anti-HA antibody using WCE from *cdc4Δ*::*HA-CDC4* strain (YMB10217) with *Myc-MET30* (pK699); control strains WT (BY4741) with either vector (pRS415) or *Myc-MET30* (pK699) grown in selective glucose medium at 25°C. Western blot analysis of Input and IP (anti-HA) samples were analyzed using anti-HA and anti-Myc antibodies. Bottom Panel: Co-IP was performed with anti-Myc using WCE from *cdc4Δ*::*HA-CDC4* strain (YMB10217) with *Myc-MET30* (pK699); and control strains (YMB10217) with vector (pRS415) grown at 25°C. Western blot analysis of Input and IP (anti-HA) samples were analyzed using anti-HA and anti-Myc antibodies. All tagged proteins are expressed from their native promoter. (C) Schematic of Met30 domains. Homodimerization domain (D), F-box and WD40 domain with amino acid numbers indicated. (D) The N-terminus, homodimerization domain (D domain) and F-box of Met30 are dispensable for the interaction of Met30 and Cdc4. Co-IP experiments were performed with anti-HA using WCE from a *cdc4Δ*::*HA-CDC4* strain (YMB10217) with *Myc-MET30* (pK699), *Myc-met30ΔF-box* (*Δ*187–227 aa, pK680), *Myc-met30Δ77* (*Δ*1–77 aa, pMB1835), *Myc-met30Δ113* (*Δ*1–113 aa, pMB1837) or *Myc-met30ΔD* (*Δ*124–182 aa, pMB1830) and control WT strain (BY4741) with *Myc-MET30* (pK699) or *Myc-met30ΔD* (*Δ*124–182 aa, pMB1830) grown at 25°C. Western blot analysis of Input and IP (anti-HA) samples were probed with anti-Myc and anti-HA antibodies. All tagged proteins are expressed from their native promoters. (E) The WD40 domain of Met30 is required for the interaction of Met30 and Cdc4. Co-IP experiments were performed with anti-HA using WCE from a *cdc4Δ*::*HA-CDC4* strain (YMB10217) with *Myc-MET30* (pK699) or *Myc-met30ΔWD40* (*Δ*277–640 aa, pMB1861) and control WT strain (BY4741) with *Myc-MET30* (pK699) or *Myc-met30ΔWD40* (*Δ*277–640 aa, pMB1861) grown at 25°C. Western blot analysis of Input and IP (anti-HA) samples were analyzed using anti-HA and anti-Myc antibodies. All tagged proteins are expressed from their native promoters.

To determine if Met30 and Cdc4 physically interact *in vivo*, a Co-IP was performed with strains expressing Myc-Met30 and HA-Cdc4 from their endogenous promoters. Myc-Met30 was detected in an IP with HA-Cdc4, but not in the control strain without HA-Cdc4 (Fig 5B, Top). Likewise, HA-Cdc4 was detected in an IP with Myc-Met30 but not in the control strain lacking Myc-Met30 (Fig 5B, Bottom). These results provide evidence for an *in vivo* interaction between Met30 and Cdc4 under normal physiological conditions.

Several functional domains have been identified in Met30. The most important are the F-box for interaction with Skp1, the D-domain for homodimerization and the WD40 domain for substrate recognition (Fig 5C). Homodimerization of SCF complexes mediated by the D-domain is important for their function [65–67]. We sought to identify the domain(s) of Met30 that are responsible for Cdc4 interaction using Co-IP experiments, expecting that the D-domain would mediate Met30/Cdc4 binding. We used *met30* mutants with deletions of the N-terminus (Δ77 and Δ113), F-box (ΔF), D-domain (ΔD) or WD40 (ΔWD40) domain. Our results showed that deletions of the F box, the N-terminus and, to our surprise, the D-domain of Met30 do not abolish the interaction between Met30 with Cdc4 (Fig 5D). However, met30ΔWD40 shows reduced Cdc4 interaction (Fig 5E). Note that the Cdc4/Met30 binding is independent of the Met30 F-box, indicating that other SCF components are not involved in the interaction. Taken together, these results show that the WD40 domain of Met30, but not the F-box, N-terminus or D-domain, is required for the interaction of Met30 with Cdc4.

### Met30 regulates the interaction of Cdc4 with Cse4

To investigate the possible cooperative role of Met30 and Cdc4 in Cse4 proteolysis, we examined the interdependency of Met30 and Cdc4 for their interaction with Cse4. Co-IP experiments showed that the interaction between Myc-Met30 and HA-Cse4 was not affected in the *cdc4-1* strain (Fig 6A). However, the interaction of Flag-Cdc4 with HA-Cse4 was greatly reduced in the *met30-6* strain (Fig 6B). As expected, Flag-Cdc4 showed an interaction with HA-Cse4 in wild type cells. We determined that the defect in the interaction of Cdc4 with Cse4 is linked to *met30-6*, as plasmid-borne *MET30* restored the interaction of Flag-Cdc4 and HA-Cse4 in the *met30-6* strain (Fig 6B). These results suggest that the interaction of Cdc4 with Cse4 is mediated by Met30, a conclusion supported further by the lack of Cdc4 binding to Cse4 in a *met30*Δ *met32*Δ strain (S4A Fig).

**Fig 6:**
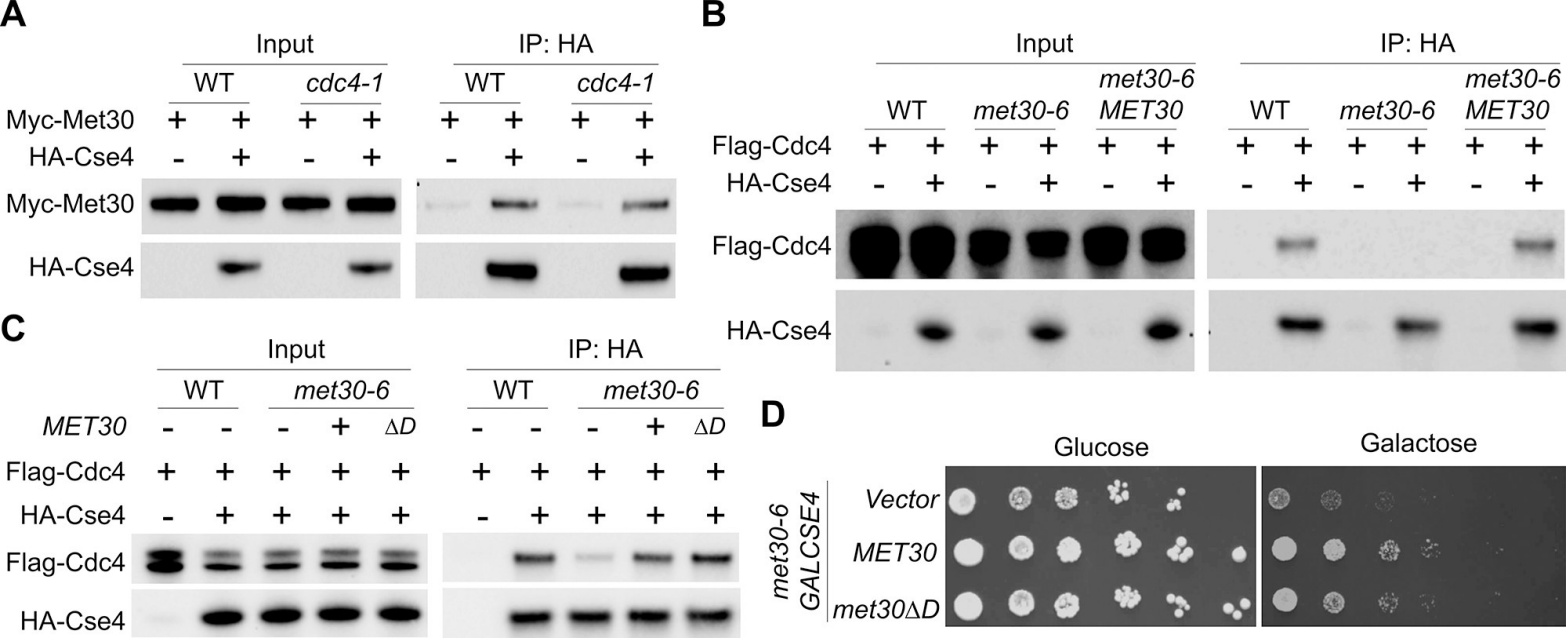
Met30 regulates the interaction of Cdc4 with Cse4. (A) The interaction between Met30 and Cse4 is not affected in a *cdc4-1* strain. Co-IP experiments were performed with anti-HA using WCE from WT strain (YMB9673) expressing *Myc-MET30* (pK699) with vector (pRS426) or *HA-CSE4* (pMB1831) and *cdc4-1* (YMB9571) cells expressing *Myc-MET30* (pK699) with vector (pRS426) or *HA-CSE4* (pMB1831) grown in selective glucose medium at 25°C. Input and IP (anti-HA) samples were analyzed by Western blot analysis and probed with anti-Myc and anti-HA antibodies. All tagged proteins are expressed from their native promoter. (B) The interaction between Cdc4 and Cse4 is reduced in the *met30-6* strain. Co-IP experiments were performed with anti-HA using WCE from a control WT strain (YMB9673) expressing *Flag-CDC4* (pMB1840) with vector (pRS426) or *HA-CSE4* (pMB1831) and *met30-6* strain (YMB8789) expressing *Flag-CDC4* (pMB1840) with vector (pRS426) or *HA-CSE4* (pMB1831). To check the complementation effects on Cdc4/Cse4 interaction, Co-IP experiments were performed with anti-HA using WCE from *met30-6* cells (YMB8789) expressing *MET30* (pK699) and *Flag-CDC4* (pMB1840) with vector (pRS426) or *HA-CSE4* (pMB1831) grown in selective glucose medium at 25°C. Input and IP (anti-HA) samples were analyzed by Western blot analysis and probed with anti-Flag and anti-HA antibodies. All tagged proteins are expressed from their native promoter. (C) The homodimerization domain of Met30 is dispensable for the interaction of Cdc4 with Cse4. Co-IP experiments were performed with anti-HA using WCE from control WT strain (YMB9673) expressing *Flag-CDC4* (pMB1840) with vector (pRS426) or *HA-CSE4* (pMB1831). To check for the complementation of defects in interaction between Cdc4 and Cse4, Co-IP experiments were performed with anti-HA using WCE from *met30-6* strain (YMB8789) expressing *Flag-CDC4* (pMB1840) and *HA-CSE4* (pMB1831) with vector (pRS413), *MET30* (pK699) or *met30*Δ*D* (pMB1951). Input and IP (anti-HA) samples were analyzed by Western blot analysis and probed with anti-Flag and anti-HA antibodies. (D) The homodimerization domain of Met30 is dispensable for the *GAL-CSE4*-mediated lethality in a *met30-6* strain. *met30-6* (YMB8789) with pMB1807 (*GAL-CSE4*) was transformed with Vector (pRS416), *MET30* (pP88) or *met30*Δ*D* (pMB1918) on a *CEN* plasmid. Strains were grown to logarithmic phase and five-fold serial dilutions were plated on either glucose- or galactose-containing plates and incubated at 25°C for 5–6 days.

Previous studies have shown that homodimerization of SCF complexes is important for their function [65–67]. The unexpected result that the D-domain of Met30 is dispensable for the interaction of Met30 with Cdc4 (Fig 5D) [66, 68] suggesting that the D-domain of Met30, albeit essential for viability, may not be required for the interaction of Cdc4 with Cse4. Hence, we examined if *met30*Δ*D* can suppress the binding defect of Cdc4 with Cse4. As reported previously [66], *met30*Δ*D* failed to suppress the temperature sensitive growth of the *met30-6* strain (S4B Fig) or rescue the defective ubiquitination of Met4 in a *met30*Δ *met32*Δ strain (S4C Fig). However, consistent with our hypothesis, Co-IP experiments showed that *met30*Δ*D* can mediate the interaction of Cdc4 with Cse4 (Fig 6C). We therefore asked whether *met30*Δ*D* can overcome *GAL-CSE4* mediated SDL in the *met30-6* strain. Indeed, *met30*Δ*D* suppresses the *GAL-CSE4* SDL in *met30-6* strain (Fig 6D), indicating that the homodimerization domain of Met30 is neither required for the interaction of Cdc4 with Met30 or Cse4, nor for suppression of SDL due to Cse4 overexpression. Interestingly, the requirement of both Cdc4 and Met30 for ubiquitination seems to be Cse4-specific since Met4, a SCF-Met30 substrate, does not exhibit defects in ubiquitination in a *cdc4-1* strain (S5 Fig). Together, our results suggest that Met30 directs the interaction of Cdc4 with Cse4 and that Cdc4 participates in the complex through its interaction with the WD40 domain of Met30.

### SCF-Met30 and SCF-Cdc4 prevent mislocalization of Cse4 to non-centromeric regions and maintain chromosomal stability

We investigated the physiological consequences of defects in Cse4 proteolysis in *met30-6* and *cdc4-1* strains. Increased stability of overexpressed Cse4 in *psh1*Δ, *slx5*Δ and *hir2*Δ strains correlates with its mislocalization to non-centromeric regions [24–26, 33]. We reasoned that the strong defects in proteolysis of endogenous Cse4 may contribute to its mislocalization and CIN in *met30-6* and *cdc4-1* strains. To examine the localization of Cse4, we performed chromosome spreads, a technique that removes soluble material to allow visualization of chromatin bound Cse4 expressed from its own promoter. Immunofluorescence staining of HA-Cse4 showed one to two discrete Cse4 foci coincident with DAPI (DNA) signal in the majority of WT cells, mislocalization of Cse4 was defined as cells showing more than two Cse4 foci or diffused chromatin-associated Cse4 signal (S6 Fig). Our results showed that the percentage of *met30-6* or *cdc4-1* cells exhibiting Cse4 mislocalization were about four-fold higher when compared to the WT strain (Fig 7A).

**Fig 7:**
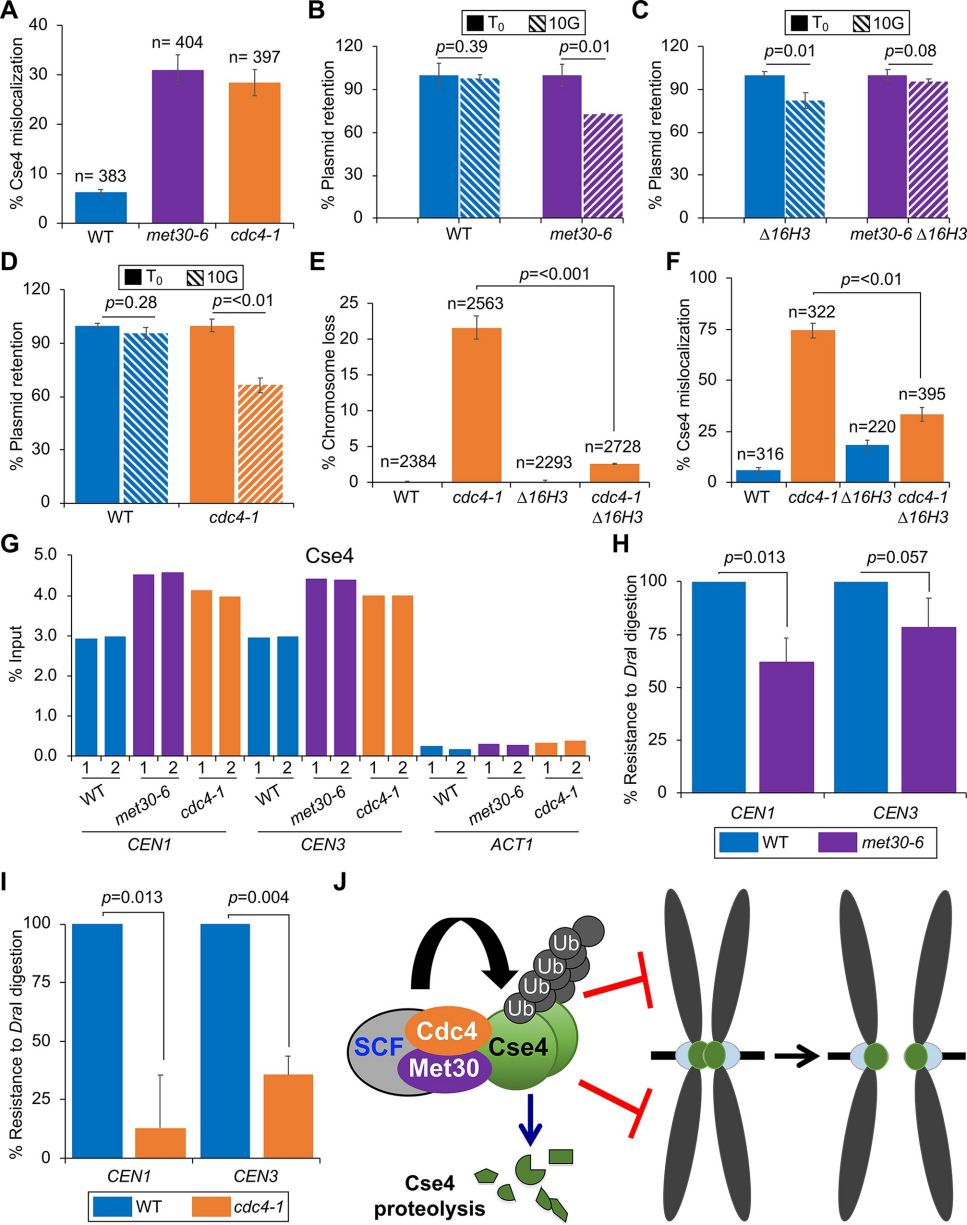
Mislocalization of Cse4 contributes to defects in chromosome segregation in *met30-6* and *cdc4-1* strains. (A) Endogenous Cse4 is mislocalized to non-centromeric regions in *met30-6* and *cdc4-1*strains. Localization of Cse4 was examined by chromosome spreads in WT (YMB8788), *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains grown at 25°C. Cse4 localization was determined using Cy3-conjugated secondary antibody and DNA was stained with DAPI. Cse4 localization is restricted to 1–2 foci was scored as normal, mislocalization of Cse4 results in more than 3 foci or increased area of Cse4 localization within the nucleus (S6 Fig). Images were acquired with 63X objective with the same exposure time. Error bars represent the standard deviation of three biological experiments. n = number of cells scored. (B) Increased plasmid loss in *met30-6* strain. WT (YMB9983) and *met30-6* (YMB9984) strains transformed with *CEN* plasmid (pRS416) were grown in medium selective (SC-Ura) for the plasmid (denoted as T_0_) and then grown in non-selective medium (YPD) for 10 generations (10G). Equal number of cells from T_0_ and 10G were plated on YPD and SC-Ura plates at 25°C. Plasmid retention was measured by the ratio of colonies grown on SC-URA/YPD. The percentage of plasmid retention (SC-URA/YPD) at 10G is normalized to that at T_0_ where the percentage of plasmid retention is set to 100%. Error bars represent the standard deviation of three biological experiments. (C) Plasmid loss phenotype of *met30-6* strains is suppressed by constitutive expression of histone H3 (Δ*16H3*). WT (YMB9985) and *met30-6* (YMB9986) strains containing Δ*16H*3 were transformed with pRS416 and assayed for plasmid retention as described in (B) above. (D) Increased plasmid loss in *cdc4-1* strain. Plasmid loss was determined as described in (B) with WT (BY4741) and *cdc4-1* (TSA878) strains transformed with pRS416 plasmid. (E) Increased chromosome loss in *cdc4-1* is suppressed by constitutive expression of histone H3 (Δ*16H3*). Loss of the reporter chromosome (RC) was measured using a colony color assay in which loss of the RC results in red sectors in an otherwise white colony. Log phase WT (YPH1015), *cdc4-1* (YMB10365), Δ*16H3* (YMB6331) and *cdc4-1* Δ*16H3* (YMB10366) strains grown in selective medium to maintain the RC, and then plated on complete synthetic medium with limiting adenine at 33°C to allow the loss of the RC. The frequency of chromosome loss was measured by the percentage of colonies that show loss of the RC in the first cell division resulting in a colony which is at least half-red. Three individual isolates were examined for each strain. The results show the average of three biological experiments. Error bars represent standard deviation. n: number of colonies examined. (F) Mislocalization of Cse4 is suppressed by constitutive expression of histone H3 (Δ*16H3)* in a *cdc4-1* strain. Localization of endogenous HA-Cse4 was examined by chromosome spreads as in (A) using WT (YMB10436), *cdc4-1* (YMB10437), Δ*16H3* (YMB10438) and *cdc4-1* Δ*16H3* (YMB10439) strains expressing endogenous *HA-CSE4* at 33°C. n = number of cells scored. (G) The *CEN* levels of Cse4 are not reduced in *met30-6* and *cdc4-1* strains. Wild type (WT, YMB9673), *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains expressing HA-Cse4 from its native promoter were grown in YPD at 25°C to the logarithmic phase. ChIP for HA-Cse4 was performed using anti-HA agarose beads (A2095, Sigma Aldrich. Enrichment of Cse4 at *CEN1*, *CEN3* and *ACT1* (negative control) was determined by qPCR and is shown as % input. Results of two biological replicates denoted as 1 and 2 are shown. (H) Defects in kinetochore integrity in *met30-6* strains. Nuclei prepared from WT (YMB9673), and *met30-6* (YMB8789) grown to logarithmic phase of growth at 25°C were treated with or without *Dra1*. The extent of *Dra1*-specific cleavage at *CEN1* (302 bp, OMB426/427) and *CEN3* (243bp, OMB244/245) loci was measured by qPCR using equal amount of genomic DNA (100 ng) from these strains. % *Dra1* resistance was quantified as the ratio of *CEN* from uncut /cut samples normalized to that observed in WT set to 100%. Values represent mean±standard deviation of three biological repeats. (I) Defects in kinetochore integrity in *cdc4-1* strains. Assays as described in (H) were done using nuclei prepared from WT (YMB9673), and *cdc4-1* (YMB9571) grown at 33°C. (J) Schematic Model depicting a cooperative role of SCF-Met30 and SCF-Cdc4 in preventing the mislocalization of Cse4 for chromosomal stability. We propose that the interaction of a heterodimer of SCF-Met30/Cdc4 with Cse4 regulates ubiquitin-mediated proteolysis of Cse4, and this prevents stable maintenance of Cse4 at non-centromeric regions for faithful chromosome segregation.

Mislocalization of CENP-A and its homologs contributes to CIN in yeast, fly and human cells [4, 6, 7]. To determine if mislocalization of Cse4 in *met30-6* strains contributes to CIN, we tested the ability of cells to retain a centromere-containing plasmid (pRS416 *URA3)* after growth in non-selective medium at the permissive temperature of 25°C. Plasmid retention was measured as the ratio of the number of colonies grown on SC-Ura versus YPD medium. Plasmid retention after 10 generations (10G) of non-selective growth was 98.8% for a WT strain compared to 72.7% for the *met30-6* strain (*p*-value = 0.01, Fig 7B). We confirmed that the reduced plasmid retention in *met30-6* is directly linked to the mutant allele because *met30-6* expressing WT *MET30* showed higher plasmid retention than *met30-6* strain (S7A Fig). Deletion of *MET32* suppresses the temperature sensitivity of *met30-6* strains [47, 49]. Hence, we examined if plasmid retention was higher in a *met30*Δ *met32*Δ strain. Our results showed that the plasmid retention of *met30*Δ *met32*Δ strain remained defective when compared to the WT strain (p value = 0.0017) and was not significantly different from that observed in the *met30-6* strain (S7B Fig). These findings are consistent with our results showing that deletion of *MET32* does not suppress the SDL of *GAL-CSE4 met30-6* (Fig 2D) or defects in Cse4 proteolysis in *met30-6* strain (Fig 4D).

To link the plasmid loss phenotype of the *met30-6* strain to mislocalization of Cse4, we examined the effect of constitutive expression of histone H3 (Δ*16H3*). We previously showed that mislocalization and chromosome segregation defects due to overexpression of the stable cse4 mutant, *cse4*^*16KR*^ (in which all 16 lysines in Cse4 are mutated to arginines), is suppressed by the constitutive expression of histone H3 (Δ*16H3*) [4]. Consistent with the observed increase in plasmid loss due to Cse4 mislocalization, high levels of plasmid retention (95.4%) were observed in the *met30-6* strain expressing Δ*16H3* at 10G (*p*-value = 0.08, Fig 7C), this is despite the fact that, in agreement with previous results showing an effect of altered histone stoichiometry on chromosomal stability in WT budding yeast [4] and fission yeast [69], a WT strain containing Δ*16H3* showed reduced plasmid retention (Fig 7C).

We next determined if the SDL of *GAL-CSE4* and stability of endogenously expressed Cse4 in *met30-6* is suppressed by Δ*16H3*. Our results showed that Δ*16H3* partially suppressed the SDL of *GAL-CSE4* (S8A Fig) and reduced the stability of endogenous Cse4 and its enrichment in chromatin in *met30-6* (S8B Fig). Furthermore, growth assays showed that Δ*16H3* failed to suppress the temperature sensitive growth defect of *met30-6* strain at 35°C and 37°C (S8C Fig), suggesting the suppression of *GALCSE4* SDL and proteolysis defects in *met30-6* by Δ*16H3* is specific for Cse4. Taken together, these results show that defects in Cse4 proteolysis, and mislocalization contribute to increased plasmid loss in *met3-6* strain.

We next examined the role of Cdc4 in preventing mislocalization of endogenous Cse4 to maintain chromosomal stability. The plasmid retention rate after 10 generations of non-selective growth (10G) in the *cdc4-1* strain (66%) was significantly lower than the WT strain (96%) at 25°C (Fig 7D). We confirmed that the plasmid loss phenotypes in *cdc4-1* is linked to the mutant allele because the plasmid loss rate in *cdc4-1* expressing the WT *CDC4* was reduced when compared with that in *cdc4-1* strains (S7A Fig). To further validate the role of Cdc4 in chromosomal stability, we used an independent colony sectoring assay and determined the frequency of loss of a reporter chromosome (RC) [70]. Loss of the RC leads to red sectors in an otherwise white colony. The metabolic defects in the *met30-6* strain did not allow us to distinguish the loss of the RC and we could therefore not utilize this assay for *met30-6* strains. The *cdc4-1* strain did not show higher loss of RC at 25°C, but showed a significantly higher loss of the RC when compared to the WT strain at 33°C (22% vs 0.17%, Fig 7E). Protein stability assays confirmed higher levels of endogenous Cse4 in the *cdc4-1* strain than the WT strain at 33°C (S9 Fig). As observed for *met30-6* strains (Fig 7C), Δ*16H3* suppressed the chromosome loss in the *cdc4-1* strain (2.6% vs 22%, Fig 7E). We hypothesized that the Δ*16H3*-mediated suppression of chromosome loss in the *cdc4-1* strain is due to reduced Cse4 mislocalization. Chromosome spreads were used to examine the localization of Cse4 in WT and *cdc4-1* strains with or without Δ*16H3*. Higher levels of Cse4 mislocalization were observed in the *cdc4-1* strain but not in the WT strain (74% vs 5.6%) (Fig 7F). We determined that Δ*16H3* suppressed the mislocalization of Cse4 in the *cdc4-1* strain (33% vs 74%). These observations support our hypothesis that Δ*16H3*-mediated suppression of chromosome loss in the *cdc4-1* strain is due to reduced Cse4 mislocalization. Taken together, these results show that both SCF-Met30 and SCF-Cdc4 are required to prevent mislocalization of Cse4 for maintaining chromosomal stability.

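Cse4 is the budding yeast form of CENP-A, the histone H3 variant that replaces H3 in centromeric nucleosomes, and Met30 and Cdc4 are F-box proteins that choose substrates for SCF ubiquitin ligases. Chromatin immunoprecipitation with sequencing (ChIP-seq) of HA-tagged Cse4 was carried out in WT cells and in cells with the temperature-sensitive alleles *met30-6* and *cdc4-1*, which grew in YPD at 25°C. There were 2 biological replicates of each strain, and each of the 6 immunoprecipitated libraries has its own peak list. The authors aligned 75-base paired-end reads to the sacCer3 assembly with Bowtie 1.0.0 and called peaks in each library with MACS 2.1.1.20160226. The threshold and the control library of the calls are not given in the sources used here, and the lowest −log10 q in a list was between 1.302 and 1.330. The input libraries and the libraries of the control experiment with untagged Cse4 were not analysed here. The lists held 6157 and 5295 peaks in WT, 4628 and 2949 in *met30-6*, and 6889 and 3115 in *cdc4-1*. Each deposited peak has a fold enrichment, which is the fragment count at its summit over the local background after MACS adds 1 fragment to both, and a Poisson p. The fold and the p together give back the fragment count and the background, and the count came out whole, within 0.001, for 99.2% to 99.9% of the peaks of a library. The background recovered in this way, which stands for the depth of a library, was 57.3 and 44.4 fragments in WT, 38.5 and 25.1 in *met30-6*, and 50.5 and 40.9 in *cdc4-1*. A shallower library needs a higher fold before a peak is called. In the second *met30-6* library 95% of the non-*CEN* folds lay above 1.70, against 1.442 and 1.499 in the WT libraries. Deposited folds describe and rank peaks here, and enter comparisons between strains only as an alternative measure. Libraries were compared by the log2 of the recovered ratio, the fragments at the summit over the background without the added fragment, and this measure was chosen after the peak lists had been seen. The value of a *CEN* in a library was that of the highest peak overlapping it by at least 1 base. All other peaks of the 6 lists that touched or overlapped were merged into 12023 non-*CEN* regions, of which 543 were called in all 6 libraries, and gene names come from the RefSeq annotation of the same assembly.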

We next performed genome-wide ChIP-seq experiments to examine the localization of Cse4 using WT, *met30-6* and *cdc4-1* strains expressing HA-Cse4 from its own promoter, or a control strain with untagged Cse4. In control experiments, as expected, enrichment of HA-Cse4 at *CENs* was only observed in WT strain with HA-Cse4, in contrast no significant peaks at non-centromeric regions or *CENs* were detected in WT strain with untagged Cse4 (S10A, S10B, S10C and S10D Fig). 

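A called peak overlapped each of the 16 *CENs* in each of the 6 libraries. The highest fold in every library was at *CEN13* (chromosome 13, 268031 to 268149), with 15.9 and 15.4 in WT, 23.9 and 21.2 in *met30-6*, and 19.3 and 17.3 in *cdc4-1*. The next was *CEN4* (chromosome 4, 449711 to 449821), with a fold of 10.4 and 9.72 in WT, 13.8 and 11.7 in *met30-6*, and 12.6 and 11.6 in *cdc4-1*. The lowest was *CEN11* (chromosome 11, 440129 to 440246) in both WT libraries and in the first *met30-6* library, with 3.23, 2.98 and 3.80. In the other 3 libraries it was *CEN9* (chromosome 9, 355629 to 355745), with 2.48 in *met30-6* and 3.31 and 3.72 in *cdc4-1*. The summit at *CEN13* lay on the midpoint of the annotated centromere in all 6 libraries, and over all *CENs* summits lay from -327 to 354 bases from it. The peak at a *CEN* was long, with a median over the 16 *CENs* of 788 to 1577 bases in the 6 libraries, where the median of the non-*CEN* peaks was 86 to 108 bases. The summit at *CEN13* held 560 to 994 fragments, and the fewest fragments at any *CEN* were 69, at *CEN11* in the second *met30-6* library. At that depth the ratio of *CEN11* to its background was 2.75, with a 95% exact Poisson interval from 2.14 to 3.48 that covers counting error only.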

ChIP-seq experiments showed an enrichment of HA-Cse4 at *CENs* in the WT, *met30-6* and *cdc4-1* strains (S11A and 11B Fig). 

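*CEN13* had the largest ratio to background in every strain, 16.2 and 15.7 in the WT libraries, 24.5 and 22.0 in *met30-6*, and 19.6 and 17.7 in *cdc4-1*. Its log2 change from WT was 0.54 in *met30-6* (standard error 0.24, adjusted p = 0.437 from limma) and 0.23 in *cdc4-1* (adjusted p = 0.789). *CEN4* and *CEN3* followed in *met30-6*, with 0.36 and 0.32, while *CEN5* had the lowest change there, -0.32 (adjusted p = 0.692). In *cdc4-1* the largest changes were 0.31 at *CEN16*, 0.31 at *CEN10* and 0.30 at *CEN3* (adjusted p = 0.716 for all 3). Over the 16 *CENs* the mean log2 ratio was 2.37 ± 0.08 in WT, 2.51 ± 0.35 in *met30-6* and 2.55 ± 0.06 in *cdc4-1* (SD, n = 2 libraries each). The level in *cdc4-1* was thus 1.13 times that in WT (a log2 difference of 0.18), and both *cdc4-1* libraries, at 2.505 and 2.590, lay above both WT libraries, at 2.42 and 2.31 (exact two-sided permutation test over libraries, p = 0.3333, the smallest p that 2 libraries against 2 allow). The level in *met30-6* was 1.10 times that in WT (a log2 difference of 0.14), and its libraries, at 2.76 and 2.26, lay on either side of WT (exact two-sided permutation test, p = 1). Divided by the non-*CEN* median of each library, the *met30-6* difference was 0.0019 and that of *cdc4-1* 0.16. limma called 0 of the 16 *CENs* in either mutant at an adjusted p under 0.05, and 1 *CEN* (*CEN13*) in *met30-6* and 0 in *cdc4-1* at an unadjusted p under 0.05. The spread was estimated over all strains together, so the distance between the *met30-6* libraries also entered the *cdc4-1* test. The median standard error of the *cdc4-1* changes was 0.24, and 0.11 with either *met30-6* library left out. On a linear scale limma called *CEN13* and *CEN4* in *met30-6*, with differences in the ratio of 7.32 and 2.92 (adjusted p = 1.60e-09 and 0.0157). There limma drew the spread of each *CEN* toward a common value, with a median standard error of 0.89. *CEN13* and *CEN4* have the largest ratios, and linear spread can grow with the ratio, so these p-values can be too small. The *met30-6* result rested on single libraries, since the difference was -0.11 without its first library, with *CEN13* called higher and *CEN1*, *CEN5* and *CEN9* called lower, and 0.39 without its second, with 12 *CENs* called higher, where the lone *met30-6* library is assumed to vary like the libraries of the other strains.

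**Figure D1:**
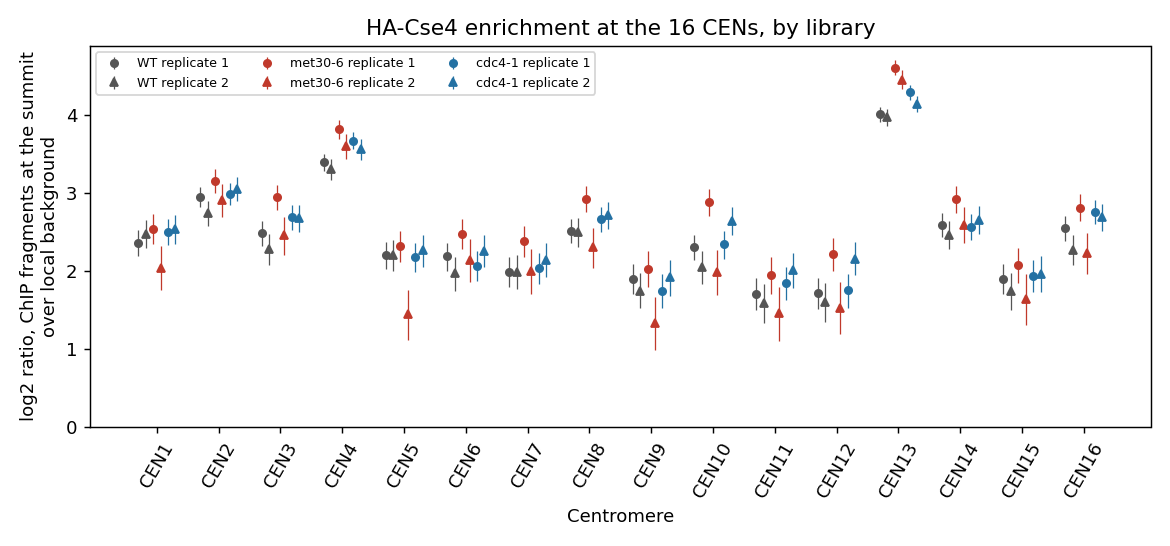
The log2 ratio of ChIP fragments at the summit to the local background (vertical axis) for the highest called peak at each of the 16 *CENs* (horizontal axis) in the 6 libraries. Circles are replicate 1, triangles are replicate 2, and vertical lines are 95% exact Poisson intervals of the fragment counts. *CEN13* stands highest in every library, and the first *met30-6* library lies above both WT libraries at all 16 *CENs*, the second at 4.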

The levels of Cse4 at the *CEN* were higher in *met30-6* (p value <0.001) and *cdc4-1* (p value <0.01) strains than the WT strain (S11C Fig). ChIP-qPCR confirmed that the levels of Cse4 at the *CEN* were higher in *met30-6* and *cdc4-1* strains than the WT strain (Fig 7G). Though non-*CEN* peaks of Cse4 are detected in *met30-6* and *cdc4-1* strains, peak enrichment (vs. the 10-kb local background) is much lower than that observed for any of the 16 *CENs*, and not statistically different from that observed in WT cells (S11D Fig). Thus, the extracentromeric localization of Cse4 observed in *met30-6* and *cdc4-1* strains by chromosome spread cannot be attributed to highly increased accumulation of Cse4 at discrete, non-centromeric loci; rather, we conclude that endogenously expressed Cse4 in *met30-6* and *cdc4-1* strains accumulates at marginally increased levels throughout the genome.

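The strongest non-*CEN* region lay in the coding sequence of *YMR317W* (chromosome 13, 907783 to 908729), with a mean fold of 4.53 over the 6 libraries (3.82 to 4.94). It was followed by *AIP5* (chromosome 6, 177736 to 178500) with 4.05, *HPF1* (chromosome 15, 29911 to 31853) with 3.61, the nucleoporin gene *NUP159* (chromosome 9, 146732 to 147591) with 3.34 and *SED1* (chromosome 4, 600860 to 601780) with 3.23. *FLO11*, *EGT2*, *HSP150*, *YNL190W* and *FLO1* had means of 2.92 to 3.16. All 10 regions lay in coding sequence. Within a library, 99.9% to 99.97% of the non-*CEN* peaks lay below the lowest *CEN* in 5 libraries, and 96.6% in the second *met30-6* library, the shallowest. The region in *YMR317W* was above *CEN11* in each of the 6 libraries, and the ratio of the lowest *CEN* to the highest non-*CEN* fold (*AIP5* in the first *met30-6* library, *YMR317W* in the others) was 0.675 and 0.605 in WT, 0.951 and 0.501 in *met30-6*, and 0.693 and 0.936 in *cdc4-1*. The number of *CENs* above every non-*CEN* peak of their library was 9 and 6 in WT, 15 and 5 in *met30-6*, and 9 and 13 in *cdc4-1*. The median *CEN* fold was 2.10 to 3.56 times the median non-*CEN* fold. Between strains, 11 of the 543 regions called in all 6 libraries were higher and 0 lower in *met30-6* at an adjusted p under 0.05 from limma (102 at an unadjusted p under 0.05), against a median change of 0.14 over the 543. These regions had to be called in the shallow second *met30-6* library too. That admits only high ratios there and favours higher values in *met30-6*. Each change was tested against 0, not against the median change. The largest log2 changes were at *MET2*, a methionine synthesis gene (chromosome 14, 117891 to 118709; 0.70, standard error 0.14, adjusted p = 0.00201), and at the sulfate permease gene *SUL2* (chromosome 12, 323886 to 324598; 0.59, standard error 0.13, adjusted p = 0.0126). The ratio at *MET2* was 1.53 and 1.74 in WT, 2.503 and 2.788 in *met30-6*, and 1.43 and 1.74 in *cdc4-1*. The others lay in *PDR5*, *GLN1*, *IRC7*, *YRA1*, *KIC1*, *PMA1*, *TAT1*, the methionine permease gene *MUP1* and the U2 RNA gene *LSR1*, with changes of 0.48 to 0.55 (adjusted p of 0.0392 to 0.0500). Of 9 regions in Met4-regulon genes, which serve sulfur amino acid synthesis and uptake, 3 were higher (5 when adjusted over the list alone) and 8 had a positive change, as had 83.6% of all 543 regions. Of 16 regions in genes of glycolysis and fermentation 0 were higher (4 when adjusted over the list alone), of 18 in other highly transcribed genes 1 (7), and of 16 in ribosomal protein genes 0 (0). In *cdc4-1* limma called 0 of the 543 regions (22 at an unadjusted p under 0.05). The deposited fold gave 2 calls in *met30-6*, *MET2* and *SUL2*, and there were 0 calls when any 1 of the 6 libraries was left out. There were also 0 with peaks of a q of at most 0.001 or where peaks had to overlap by 50%, but only 255 and 33 regions were left to test there. With the replicate number as a block there were 4, which were *MET2*, *SUL2* and a pair of regions in the ribosomal DNA.

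**Figure D2:**
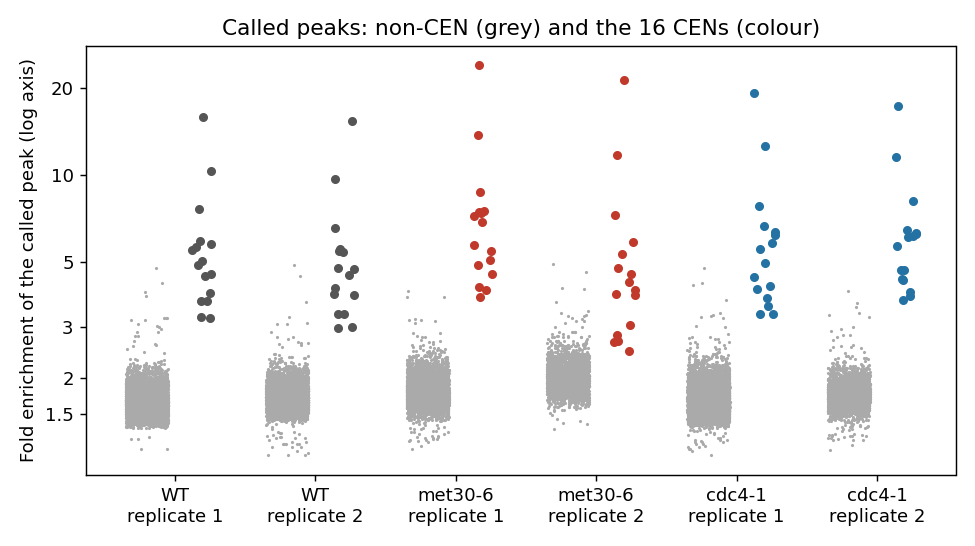
Fold enrichment of every called peak (vertical axis, log scale, as deposited) in each of the 6 libraries (horizontal axis). Small grey points are non-*CEN* peaks and large points are the 16 *CENs*. In every library the highest non-*CEN* peak, between 3.97 and 4.94, lies above the lowest *CEN*, and the *CENs* reach 15.4 to 23.9.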

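Of the regions called in both libraries of *met30-6* and in neither WT library, the strongest lay in the cell wall gene *CCW12*, in the sulfate assimilation gene *MET14*, in *NAB3*, in *MUP1*, in *RKR1*, in *GID8*, at 2 places in the ATP sulfurylase gene *MET3*, in *SUL2* and beside YKL068W-A, with folds of 2.00 to 2.41 in *met30-6*. The strongest such regions of *cdc4-1* lay in the ribosomal protein genes *RPS9A*, *RPL28* and *RPL9B*, in *PDR15*, *MSS51*, *RSB1*, *SEC61*, CUB1 and SNT1, and in *SKP1*, which encodes a core subunit of SCF, with folds of 1.86 to 2.15 in *cdc4-1*. There were 174 such regions for *met30-6*, while 678 were called in both WT libraries and in neither of *met30-6*. For *cdc4-1* there were 270, against 430 in the other direction. With the same number of peaks taken from each library the counts were 237 against 232 for *met30-6* and 260 against 261 for *cdc4-1*. Of the 270 *cdc4-1* regions, 18 lay in 1 segment of chromosome 4 where the background of both *cdc4-1* libraries was doubled. Of the 174 *met30-6* regions, 14 (8.05%) lay in genes of the Met4 regulon, against 2 of the 678 WT regions (0.295%; Fisher's exact test across regions, p = 1.16e-08, adjusted p = 1.74e-07 over 15 lists). The list holds 34 genes, of which these strains lack *MET17*. The 14 regions lay in 8 of the 34, *MET3*, *MET5*, *MET8*, *MET14*, *MMP1*, *MUP1*, *SUL1* and *SUL2*. The share in *cdc4-1* was 2 of 270 (exact p of the difference between the mutants across regions, 7.41e-05). *MET10*, which encodes a sulfite reductase subunit (chromosome 6, 213312 to 216419), held the strongest peak of the list, with ratios of 2.75 and 3.07 in *met30-6*, 1.83 and 1.79 in WT, and 1.80 in the first *cdc4-1* library, with no peak called in the second. These p-values are across regions, which are not replicates, and the tally of gene lists was made after the peak lists had been seen. The lists give peaks over the background of their own library, so Cse4 spread evenly along the genome would not appear in them. From the low enrichment of the non-*CEN* peaks and the lack of a statistically significant difference from WT, the paper concludes that the extracentromeric Cse4 of the chromosome spreads does not come from strong accumulation at discrete loci, and that Cse4 is instead slightly raised along the whole genome in both mutants.

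**Figure D3:**
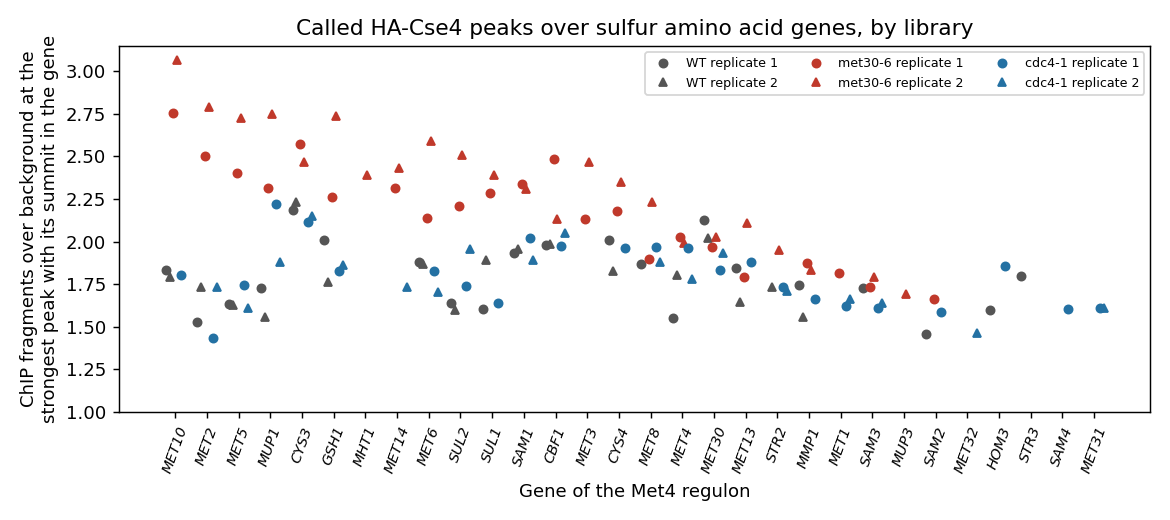
Ratio of ChIP fragments to local background (vertical axis) at the strongest called peak with its summit in each gene of the Met4 regulon (horizontal axis) in the 6 libraries, circles for replicate 1 and triangles for replicate 2. A missing point means that no peak was called there, and *MET16*, *MET17*, *MET22* and *MET28*, without a peak in any library, are not drawn. The paper lists *MET15*, another name of *MET17*, as deleted in the strains used for ChIP, so no peak could be called at that gene. At *MET10* the *met30-6* libraries stand at 2.75 and 3.07, and at *MET3* only the *met30-6* libraries have points. MHT1 and MUP3 have 1 point each, in *met30-6*, STR3 has 1 in WT, SAM4 and *MET32* have 1 each in *cdc4-1*, and MET31 has 2 in *cdc4-1*.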

Overexpression of CENP-A contributes to the mislocalization of the CENP-A interacting protein CENP-C (Mif2 in yeast) and CIN in human cells [6], so we examined if Mif2 is also mislocalized in *met30-6* and *cdc4-1* strains. Chromosome spread experiments showed that Mif2 was localized to one or two foci in WT cells. Mislocalization of Mif2 was barely detectable in cells that do not show mislocalization of Cse4 (S12A Fig). However, the number of cells that showed mislocalization of both Cse4 and Mif2 was significantly higher in *cdc4-1* and *met30-6* strains (S12A Fig). ChIP-qPCR showed that the *CEN* association of Mif2 was similar in the WT, *met30-6* and *cdc4-1* strains (S12B Fig). To exclude the possibility that mislocalization of Cse4 or Mif2 was due to a kinetochore clustering defect, we examined the localization of a GFP-tagged kinetochore protein, Mtw1-GFP. One or two discrete Mtw1-GFP foci were observed in 95–97% of WT, *met30-6* and *cdc4-1* cells (S12C Fig). Taken together, these results show that Cse4 and Mif2 are mislocalized to non-centromeric regions in *met30-6* and *cdc4-1* strains.

We have recently shown that the CIN phenotype due to mislocalization of CENP-A and CENP-C to non-centromeric regions in human cells results from the weakening of the native kinetochore [6]. To determine if mislocalization of Cse4 contributes to defects in the integrity of the kinetochore in *met30-6* and *cdc4-1* strains, we examined the susceptibility of centromeric (*CEN*) chromatin to digestion by the restriction enzyme *DraI*. There are three closely spaced *DraI* recognition sequences within the *CDE-II* region of budding yeast *CENs* and these are protected from endonuclease digestion due to the kinetochore protein complex [71, 72]. Yeast nuclei were treated with *DraI* endonuclease and *CEN* chromatin was assayed for sensitivity to *DraI* by quantitative PCR using primers flanking *CEN1* and *CEN3*. Similar to the increased *DraI* sensitivity observed previously in kinetochore mutants [34, 59, 71–73], *CEN1* and *CEN3* chromatin in *met30-6* (Fig 7H) and *cdc4-1* (Fig 7I) strains were more susceptible to *DraI* digestion than that observed for a WT strain. We propose that Met30 and Cdc4 act cooperatively to prevent mislocalization of Cse4 and weakening of kinetochores to promote chromosomal stability.

## Discussion

Mislocalization of overexpressed CENP-A and its homologs contributes to aneuploidy in yeast, fly and human cells [4–8]. Over the past few years, several E3 ligases (Psh1, Slx5, Ubr1 and SCF-Rcy1) that can prevent mislocalization of overexpressed Cse4 were identified in yeast [24–27], however, Cse4 is still degraded, albeit less efficiently, in a *psh1*Δ *rcy1*Δ *slx5*Δ *ubr1*Δ quadruple mutant strain [37]. Hence, additional pathways are likely to regulate homeostasis of Cse4 under unperturbed conditions and restrict the localization of Cse4 to centromeric regions for chromosomal stability. Using budding yeast, we provide the first comprehensive analysis of essential genes that are required for growth when Cse4 is overexpressed. Amongst the significant hits of the screen were genes that regulate Ub-proteasome pathways including those encoding components of the SCF complex and its two essential substrate receptors Met30 and Cdc4. We focused our investigation on the role of SCF-Met30 and SCF-Cdc4 and determined that Met30 and Cdc4 interact with and cooperatively regulate ubiquitin-mediated proteolysis of Cse4. Moreover, Met30 regulates the interaction of Cdc4 with Cse4, and defects in proteolysis of Cse4 in *met30-6* and *cdc4-1* mutants lead to mislocalization of Cse4 and increased chromosome loss under normal physiological conditions. In summary, the SCF-Met30/Cdc4 defines a major pathway that regulates cellular levels of Cse4 and prevents its stable maintenance at non-centromeric regions for chromosomal stability.

Our results provide the first evidence for a role of the two essential nuclear F-box/WD40 proteins Met30 and Cdc4 in the ubiquitin-mediated proteolysis of a new substrate, Cse4. Because Met30 or Cdc4 inactivation leads to cell cycle arrest, we carefully considered indirect consequences of cell cycle effects on Cse4 stability. Previous studies have shown that the stability of endogenous Cse4 is independent of the cell cycle in a WT strain [25]. Consistent with a direct role for Met30 and Cdc4 in Cse4 degradation, Cse4 stabilization was observed to a similar extent in *met30-6* and *cdc4-1* mutants arrested in either G1, S or M phases of the cell cycle. In addition, experiments were conducted at the permissive temperature, which allows normal cell cycle progression, confirming that Cse4 stabilization in these mutants is independent from their roles in cell cycle progression. In agreement with these findings, deletion of *MET32* or *SIC1*, which are responsible for cell cycle arrest in *met30* and *cdc4* mutants, respectively [48, 50], do not suppress sensitivity to Cse4 overexpression. Importantly, defects in Cse4 proteolysis are not limited to the mutant alleles of *met30-6* or *cdc4-1*, but are also observed upon depletion of Met30 and Cdc4 or in *MET30* deletion mutants, which are viable in a *MET32* deletion background.

In WT cells, non-centromeric localization of endogenous Cse4 is barely detectable [28, 74, 75], suggesting that there must be mechanisms to ensure that Cse4 is not stably maintained at non-centromeric regions above a certain threshold for chromosomal stability. Here, we define a role for SCF Met30/Cdc4-mediated proteolysis of endogenous Cse4 in preventing its stable maintenance at non-centromeric regions to ensure faithful chromosome segregation. Support for our conclusion is based on several experimental evidences such as higher stability of chromatin associated Cse4, mislocalization of Cse4, plasmid and chromosome loss and defects in kinetochore integrity in *met30-6* and *cdc4-1* strains. We propose that the plasmid/chromosome loss is most likely linked to Cse4 mislocalization in *met30-6* and *cdc4-1* mutants because mislocalization as well as chromosome loss are suppressed by constitutive expression of H3 (Δ*16H3*). Previous studies have shown that Δ*16H3* suppresses mislocalization and chromosome loss in a strain where Cse4 is stabilized by mutating potential ubiquitin acceptor lysines (cse4^16KR^), likely by competing with cse4^16KR^ for incorporation at non-centromeric sites [4]. Similarly, overexpression of histone H3 suppresses chromosome loss defects due to mislocalization of Cnp1 in *S*. *pombe* [69].

The chromosome loss phenotype in *met30-6* and *cdc4-1* strains is not due to reduced levels of Cse4 at centromeres because ChIP-qPCR and ChIP-seq experiments showed that the levels of Cse4 at the *CEN* were actually somewhat higher in *met30-6* and *cdc4-1* than the WT strain. 

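At *CEN1* (chromosome 1, 151465 to 151582), the ratio was 5.13 and 5.59 in WT, 5.67 and 5.82 in *cdc4-1*, and 5.85 and 4.13 in *met30-6*. Both *cdc4-1* libraries lay above both WT libraries at 12 of the 16 *CENs*, namely all but *CEN5*, *CEN6*, *CEN9* and *CEN14*, and below them at 0, where chance puts 16.7% of *CENs* above. The mean of *cdc4-1* was above that of WT at all 16 *CENs*. Both *met30-6* libraries lay above both WT libraries at *CEN4*, *CEN7*, *CEN13* and *CEN14*, and below them at 0 *CENs*, and their mean was above that of WT at 13 *CENs*, with *CEN1*, *CEN5* and *CEN9* below. The first *met30-6* library was above both WT libraries at all 16 *CENs*, while the second was above both at 4 and below both at 9. *CENs* of 1 library share its depth and its preparation, so these counts are not counts of independent samples.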

We propose that the increased levels of *CEN* associated Cse4 may be due to higher efficiency of cross-linking of Cse4 to *CEN* chromatin due to defects in kinetochore structure/integrity in *met30-6* or *cdc4-1* strains. Consistent with this hypothesis, we observed defects in the integrity of the native kinetochore in *met30-6* and *cdc4-1* mutants based on reduced protection of the centromeric DNA to digestion by *DraI* endonuclease, similar to that reported for kinetochore mutants [34, 59, 71–73]. Previous studies from fission yeast, fly and human cells have suggested that mislocalization of Cnp1/CID/CENP-A contributes to weakened kinetochores and a CIN phenotype [6, 7, 16, 76, 77]. Future studies will be necessary to understand the mechanistic basis for kinetochore integrity defects caused directly or indirectly by Cse4 mislocalization.

Intriguingly, our results revealed that Met30 and Cdc4 act cooperatively to restrict Cse4 abundance, thereby preventing Cse4 mislocalization. Several experimental evidences support our conclusion, for example a) defects in Cse4 proteolysis in a *met30-6 cdc4-1* strain are similar to that observed in *met30-6* strain, b) interaction between Met30 and Cdc4, and of both proteins with Cse4 *in vivo* and c) defects in the interaction of Cdc4 with Cse4 in *met30* mutants. We propose a model in which the SCF-Met30/Cdc4 heterodimer confers a distinct substrate specificty for ubiquitin-mediated proteolysis of Cse4 thereby preventing its mislocalization to ensure faithful chromosome segregation (Fig 7J). Heterodimerization of two related F-box proteins Pop1 and Pop2 for degradation of cell cycle regulators has been reported in fission yeast [78, 79]. This multimerization is mediated through the N-terminal region, likely through a similar mode as described for D-domain homodimerization [66, 79]. Previous studies have shown that homodimerization of SCF complexes mediated by the D-domain located in the N-terminal region adjacent to the F-box domain is important for their function [65–67]. These homodimers consist of two complete SCF units and are likely required for efficient substrate engagement. Surprisingly, the Met30 D-domain, although essential for viability and ubiquitination of its canonical substrate Met4, is not involved in formation of the SCF-Met30/Cdc4 complex, nor is it required for suppression of *GAL-CSE4* SDL in the *met30-6* strain. We demonstrated that the interaction of Met30 with Cdc4 is mediated by the C-terminal WD40 domain. This is remarkable as it indicates an alternative architecture for SCF complexes with two different F-box proteins. Whether the SCF-Met30/Cdc4 ligase complex contains two components of the SCF core (Cdc53, Skp1, Rbx1) is currently unknown, but dimerization through the WD40 region is unlikely to impede on Cdc53/Skp1 binding to F-box proteins. Our results show that Cse4 substrate recognition depends on Met30 within the SCF-Met30/Cdc4 complex, but Cdc4 clearly plays a critical role in Cse4 proteolysis and in preventing mislocalization of Cse4 for faithful chromosome segregation. Met30 likely drives recognition and binding of Cse4, because we could reconstitute the interaction with recombinant purified SCF-Met30 and Cse4 (S13 Fig), but Cdc4 may recognize an additional protein within the Cse4 complex that could act as a specific marker for the identification and degradation of mislocalized Cse4 from non-centromeric regions. Alternatively, Cdc4 may be required to position SCF-Met30/Cdc4 on Cse4 to stimulate ubiquitin transfer. Future studies will answer these exciting questions uncovered by our results. A role for Met30 that is independent of homodimerization has not been reported so far. From a physiological standpoint the requirement of two proteins may allow fine tuning of cellular levels of Cse4 to prevent its mislocalization and CIN.

In summary, our genome-wide screen provides insights into evolutionarily conserved essential genes that are required for growth when Cse4 is overexpressed. We have shown that the SCF-Met30/Cdc4 pathway is likely the first and perhaps a major pathway responsible for regulating cellular levels of Cse4 thereby defining a critical mechanism by which unperturbed cells ensure high fidelity chromosome segregation. These studies are significant from a clinical standpoint as mislocalization of CENP-A has been observed in numerous cancers and proposed to contribute to aneuploidy and tumorigenesis [9–14, 80]. Human homologs of Met30 (β-TrCP) and Cdc4 (Fbxw7) have also been implicated in cancers. For example, reduced expression of β-TrCP has been reported in lung cancers and high levels of CENP-A are reported in lung adenocarcinoma [81, 82]. Interestingly, Fbxw7 localizes to human chromosome 4q31.3, which is deleted in about 30% of human cancers and somatic mutations in Fbxw7 have been detected in tumors of diverse tissue origin, including blood, breast, bile duct, colon, endometrium, stomach, lung, bone, ovary, pancreas and prostate [83, 84]. Furthermore, loss or depletion of FBWX7 causes CIN and tumorigenesis in human cancers [83, 85]. Based on our results with budding yeast, it is likely that β-TrCP and Fbxw7 may also regulate ubiquitin-mediated proteolysis of CENP-A to prevent its mislocalization and CIN. Our study describes a conserved pathway that ensures chromosomal stability. Future studies will shed light on details of the corresponding human pathways and their roles in tumor development.

## Materials and methods

### Strains, plasmids and growth conditions

The yeast strains and plasmids used in this study are listed in S2 Table. Unless noted otherwise, the yeast strains used are isogenic to BY4741. An SGA query strain (YMB6969) in which the endogenous *CSE4* was replaced by HA-tagged *CSE4* expressed from the *GAL1* promoter was created in Y7092 by homologous recombination [86]. Briefly, two PCR products containing the *GAL1* promoter driving HA-CSE4 and MX4 NatR were obtained using templates pMB1458 and p4339, respectively. The ClonNat resistant transformants that failed to grow in glucose-containing medium, but grew and overexpressed HA-Cse4 on galactose-containing medium were used as SGA query strains. WT, *met30-6* and *cdc4-1* strains expressing *HA-CSE4* under its native promoter at the endogenous locus were created as described above except pRB199 was used as a template for *HA-CSE4*. To generate Met30 degron strains with an auxin-inducible +/- *OS-TIR1* system (YMB9675 and YMB9677) and N-terminal Myc-tagged Cdc4 strain (YMB9674), a *KAN*::*CUP1-Myc-AID* PCR fragment was integrated into the 5’ of *MET30* and *CDC4* genes by homologous recombination. The Myc-Aid-Met30 degradation was induced with auxin as described previously [63, 64]. To generate the *CDC4* shut-off strain (YMB10212), the *KAN*::*pGAL-HA* PCR fragment was integrated into the 5’ of the *CDC4* gene by homologous recombination. To N-terminally HA tag *CDC4* from its endogenous locus, a PCR fragment containing the *CDC4* promoter and HA epitope sequences was transformed into YMB10212 to replace *KAN*::*pGAL* to generate *cdc4Δ*::*HA-CDC4* (YMB10217). Otherwise indicated, all yeast strains used in this study were grown at the permissive temperature of 25°C.

Plasmid pMB1458 expresses *GAL-HIS-HA-CSE4* and pMB1597 expresses *GAL-HA-CSE4* as described previously [19]. To construct pMB1840 with *Flag-CDC4* driven by the *CDC4* promoter, fragments including the *CDC4* promoter, Flag sequence and *CDC4* gene were amplified and assembled into *pCDC4-Flag-CDC4* based on the overlapping sequences of the fragments. *pCDC4-Flag-CDC4* was cloned into pRS425 (*2μ*, *LEU2*) via *SpeI* and *XhoI* restriction sites. pMB1831 carrying *HA-CSE4* driven by the *CSE4* promoter was created by subcloning the *pCSE4-HA-CSE4* fragment from pBR199 into pRS426 (*2μ*, *URA3*) via *HindIII* and *SpeI* sites. Plasmid pMB1830 carrying *pMET30-Myc-met30ΔD-domain* was created by deleting the D-domain sequence in pK699 with Quick Change II Site-Directed Mutagenesis Kit (Agilent). Plasmid pMB1861 with *pMET30-Myc-met30ΔWD40*, fragments upstream and downstream of the WD40 domain sequence were amplified using pK699 as template and assembled into *pMET30-Myc-met30ΔWD40* based on the overlapping sequences of the two fragments. *pMET30-Myc-met30ΔWD40* was cloned into pRS415 (*CEN*, *LEU2*) via *SpeI* and *SacI*. YMB10799 (*met30Δ met32Δ*) was created from YMB8789 (*met30-6*) after sequential deletion of *MET32* and *met30-6*.

### SGA screen

An SGA screen using YMB6969 as a query strain grown on galactose-containing medium was performed at 26°C to examine the synthetic fitness defects in an essential TS array (TSA) caused by Cse4 overexpression. A total of 786 TS alleles and 186 non-essential deletion mutants (for internal calibration of interaction score) were used to mate with the query strain. Mutants linked to the *CSE4* locus and markers in the query strain do not result in genetic interactions and hence, are not included in the S1 Table. The procedures for generating the haploid double mutant array and scoring of genetic interactions were described previously [39, 40, 87, 88].

### Protein stability assays

For strains expressing *GALHACSE4* (pMB1597), cultures were grown to logarithmic phase at 25°C in glucose media, washed, resuspended in raffinose-containing medium for 1–2 hours, followed by addition of 2% galactose for 1–4 hours so that the initial induced levels of Cse4 in WT and mutants were similar. Due to the slow growth and poor induction of *GALCSE4* in the *met30-6* and *cdc4-1* strains we grew these strains for longer time periods in galactose medium when compared to the WT strain as indicated in the figure legends. Protein extracts were prepared using TCA methods as described previously [89] at various time points after addition of 2% glucose and CHX (10–50 μg/ml as indicated) to block protein translation. Equal amounts of protein determined by the Bio-Rad DC protein assay (500–0113, Bio-Rad Inc.) from each sample were resolved on a 4–12% Bis-Tris gel (Invitrogen Inc.) for Western blot analysis. For protein stability of Cse4 expressed from its native promoter, cultures were grown to logarithmic phase at 25°C in glucose media and CHX (50 μg/ml) was added. For cell cycle assays, logarithmically grown cultures at 25°C were treated with alpha factor for G1 arrest (3 μM), hydroxyurea (HU, 0.1 M) for S-phase and nocodazole (20 μg/ml) for G2/M arrest, respectively for 90 to 120 minutes. Cell cycle arrest was confirmed by FACS and microscopic analysis for nuclear morphology as described previously [8, 90]. Anti-HA antibody (12CA5, Roche Inc) was used to detect HA-tagged Cse4, rabbit polyclonal antibodies against histone H3 (ab1791, Abcam) to detect histones. Rabbit polyclonal antibodies against Tub2 were custom-made in our laboratory. Secondary antibodies were HRP-conjugated sheep α-mouse IgG (NA931V, Amersham Biosciences) and HRP-conjugated donkey α-rabbit IgG (NA934V, Amersham Biosciences). Western blots were quantified using the SynGene program (SynGene, Cambridge, UK) or ImageJ [91] software. Protein stability is measured as % remaining (normalized to Tub2) at the indicated time after CHX treatment where the initial amount of protein is set to 100%.

### Co-Immunoprecipitation (Co-IP) experiments

Strains were grown in selective medium with 2% glucose for experiments with genes expressed from their native promoter, whereas strains were grown overnight in selective medium containing 2% raffinose to logarithmic phase, diluted in the same selective medium containing 2% galactose and incubated at 30°C for 4 hours for experiments with genes expressed from the *GAL* promoter. Whole cell extracts were prepared by bead beating using a FastPrep-24 homogenizer (MP Biomedicals) in extraction buffer (40mM Hepes, pH7.5, 350mM NaCl, 0.1% Tween, 10% glycerol, protease inhibitors (P8215, Sigma), 1mM DTT, 1mM PMSF). An equal concentration of protein extracts were incubated with anti-HA agarose (A2095, Sigma) at 4°C overnight. The unbound extract was removed following washes in Tris-buffered saline with Tween-20 (0.1%) (TBST) three times, and the immunoprecipitated proteins were eluted in 2X Laemmli buffer or 10 mM Glutathione 50 mM Tris pH8, respectively. Rabbit anti-Myc (sc789, Santa Cruz Inc), mouse anti-Flag (M2, Sigma) and rabbit anti-HA (H6906, Sigma) antibodies were used in Western blot analysis.

### Ubiquitin affinity pull-down assays

Ub pull-down assays for determining the levels of ubiquitinated Cse4 was performed as described previously [19]. Briefly, cell pellets were collected from logarithmically growing cells, resuspended in lysis buffer (20mM Na_2_HPO_4_, 20mM NaH_2_PO_4_, 50mM NaF, 5mM tetra-sodium pyrophosphate, 10mM beta-glycerolphosphate, 2mM EDTA, 1 mM DTT, 1% NP-40, 5 mM N-Ethylmaleimide, 1mM PMSF and protease inhibitor cocktail (Sigma, cat# P8215)) with an equal volume of glass beads (425–600 μM) and were subjected to beads-beating in a FastPrep-24 homogenizer for generating whole cell lysates. A fraction of the lysate was saved as input and an equal amount of cell lysates from WT and mutant strains were incubated with tandem ubiquitin-binding entities (Agarose-TUBE1, Life Sensors, Inc. Catalog #: UM401) at 4°C overnight. The bound proteins were washed in TBST at room temperature and eluted in 2X Laemmli buffer at 100°C for 10 min. The resulting pulled-down proteins were resolved on 4–12% Bis-Tris gel. Ubiquitinated Cse4 was detected by Western blot analysis using anti-HA antibody (Roche Inc., 12CA5).

### Subcellular fractionation and chromosome spreads

Strains expressing endogenous HA-Cse4 were grown at 25°C to logarithmic phase and subcellular fractionation was performed to assay the stability of Cse4 in whole cell extracts (WCE), soluble and chromatin fractions as described previously [4]. Chromosome spreads were performed as described previously [15, 34]. Immunofluorescence was performed for localization of HA-Cse4 using primary antibody 16B12 Mouse anti-HA (1:2500 dilutions, Covance, Babco; MMS- 101P), followed by a secondary antibody (Cy3 conjugated Goat anti-mouse (1:5000 dilutions, Jackson Immuno-Research Laboratories, Inc., 115165003). To detect co-mislocalization of Mif2 and HA-Cse4, the cells were stained with primary antibodies Rabbit anti-Mif2 (1:1000 dilution, a generous gift from Pam Meluh) and 16B12 Mouse anti-HA, followed by secondary antibodies (Cy2 conjugated Goat anti-rabbit, Cy3 conjugated Goat anti-mouse (Jackson Immuno-Research Laboratories, Inc., 115165003)). Cse4 or Mif2 localize to either one or two nuclear foci and mislocalization was scored only when three or more foci or diffuse staining in the nucleus were observed. As a control we examined the localization of Mtw1-GFP (pMB1059) in live WT, *met30-6* and *cdc4-1* strains. Nuclei were visualized by DAPI staining (1 μg/ml in PBS) and Mif2 and Cse4 were detected by Cy2 (green) and Cy3 (red) fluorescence on an Axioskop 2 (Zeiss) fluorescence microscope equipped with a Plan-APOCHROMAT 63X (Zeiss) oil immersion lens. Image acquisition and processing were performed with the IP Lab version 3.9.9 r3 software (Scanalytics, Inc.). Three biological replicates were performed and at least 200 cells were scored.

### Plasmid retention and chromosome transmission fidelity (*ctf*) assays

For plasmid retention assays, WT, *met30-6* and *cdc4-1* strains containing pRS416 (*CEN/URA3* plasmid) were grown selectively in SC-URA medium. Equal OD_600_ of the selectively grown cells were plated on SC-URA and YPD as T_0_. Equal OD of each strain were inoculated in YPD and allowed to grow for 10 generations (10G) without selection. Equal OD of cells at 10G were plated the same as those for T_0_. Colony number of SC-URA/YPD is calculated as the rate of plasmid retention. For *ctf* assays, *cdc4-1* and *Δ16H3* strains were created by integrating *cdc4-1* (YMB10365) and *HHT1-hhf1Δ/Δ16* (YMB6331) into the YPH1015 strain with reporter chromosome (RC). The *cdc4-1 Δ16H3* strain (YMB10366) was created by integrating the *cdc4-1* mutant allele into YMB6331. Assays for the loss of the RC were done as previously reported [92, 93]. Chromosome loss was calculated by counting the number of half-sectored colonies (at least half red) over the total colonies. At least 1000 colonies of each strain were counted in three biological repeats.

### *DraI* accessibility assay

Yeast nuclei were prepared from WT, *met30-6* and *cdc4-1* strains grown in YPD at the indicated temperature as described previously [71–73]. Equal amount of nuclei were resuspended in *DraI* digestion buffer (1M Sorbitol, 20mM PIPES pH 6.8, 0.1 mM CaCl2, 0.5mM MgCl2 and 1mM PMSF) in the presence or absence of *DraI* (100 U/ml) for 30 min at 37°C. Digestion condition with *DraI* was optimized as described previously [71–73] and stopped by addition of EDTA and SDS to final concentration to 50 mM and 2%, respectively. Genomic DNA was extracted with Phenol/Chloroform and QIAquick PCR purification column (Qiagen Inc.). Equal amount of extracted DNA (100 ng) was used for quantitative real time PCR (qPCR) with primers flanking the *CEN1* and *CEN3* to determine the susceptibility of *CEN* chromatin to *DraI* digestion.

### Chromatin immunoprecipitation (ChIP) sequencing and ChIP-qPCR

Chromatin immunoprecipitation was performed with two biological replicates as described previously [33, 94]. Wild type, *met30-6*, and *cdc4-1* strains expressing HA-Cse4 were grown logarithmically in YPD at 25°C. Cells were cross-linked in formaldehyde (1%) for 15 min at room temperature, and ChIP was performed as described previously [33]. ChIP-qPCR was performed using 7500 Fast Real Time PCR System with Fast SYBR Green Master Mix (Applied Biosystems) using the following conditions: 95°C for 20 sec followed by 40 cycles of 95°C for 3 sec, 60°C for 30 sec. The enrichment was calculated as % input using the _dd_C_T_ method [95]. ChIP-seq libraries for paired-end sequencing were constructed from 50 ng of ChIP and input DNA using a Nextera DNA Library Kit (Illumina Inc.) and details are provided in the legend to Fig 7.

## Supporting information

S1 Fig *met30-6* and *cdc4-1* strains exhibit a normal cell cycle profile at permissive temperature. FACS analysis to measure DNA content of cells was performed with WT (YMB8788), *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains grown at 25°C in glucose containing media as described in Fig 2.
(TIF)

S2 Fig Cell cycle arrest of WT, *met30-6* and *cdc4-1* strains by α-factor, HU or Nocodazole. Fluorescent Activated Cell Sorting (FACS) analysis was performed with cells arrested with α-factor, HU or Nocodazole for 90 minutes at 25°C used in Fig 4B. Nuclear morphology was used to determine the percentage of cells that show unbudded (G1), small budded (S) and large budded (G2/M) arrest phenotype of cells from A. At least, 100 cells were counted for each strain for each of the arrest.
(TIF)

S3 Fig Endogenous HA-Cse4 is stabilized in Met30 or Cdc4-depleted cells. (A) Endogenous HA-Cse4 is stabilized upon depletion of Met30. Western blot analysis was performed with WCE from a *MET30* degron (AID-tagged *MET30-Myc*) strain expressing HA-Cse4 from the endogenous locus with (YMB9677) or without *OSTIR1-Myc* (YMB9675) grown at 25°C. Depletion of Met30 is triggered by the addition of auxin (1mM) for 2 hours. Western blots were probed with anti-HA or anti-Tub2 antibodies. Percentage of HA-Cse4 remaining at 90 minutes after CHX treatment (50 μg/ml) is shown. (B) Deletion of *MET32* suppresses the temperature sensitivity of *met30Δ* strain. Growth assays with WT (YMB9673), *met30-6* (YMB8789) and two independent *met30Δ met32Δ* (YMB10799) isolates were performed using 5-fold serial dilutions and plated on YPD at either 25°C or 35°C. (C) Cdc4 is depleted in *CDC4* shut-off strain transiently grown in glucose medium. A *CDC4* shut-off strain, *cdc4Δ*::*KAN*::*pGAL-HA-CDC4* (YMB10212), grown in galactose medium was shifted to glucose medium for the indicated times. Depletion of Cdc4 was observed 60 minutes after shift to glucose medium. Western blots were probed with anti-HA or anti-Tub2 (as a loading control) antibodies.
(TIF)

S4 Fig Met30 regulates the interaction of Cdc4 with Cse4 and homodimerization domain of Met30 is dispensable for Cse4 proteolysis. (A) The interaction between Cdc4 and Cse4 is reduced in a *met30Δ met32Δ* strain. Co-IP experiments were performed with anti-HA agarose using WCE from WT strain (YMB9673) expressing *Flag-CDC4* (pMB1840) with or without *HA-CSE4* (pMB1831); *met30Δ met32Δ* strain (YMB10799) expressing *Flag-CDC4* (pMB1840) with or without *HA-CSE4* (pMB1831) grown in selective glucose medium at 25°C. Input and IP (anti-HA) samples were analyzed by Western blot analysis and probed with anti-Flag and anti-HA antibodies. All tagged proteins are expressed from their native promoter. (B) *met30ΔD* fails to suppress the temperature sensitivity of a *met30-6* strain. WT and *met30-6* strains expressing vector (pRS415), *MET30* (pP88) or *met30ΔD* (pMB1918) were grown to logarithmic phase at 25°C and five-fold serial dilutions were plated on glucose plates and incubated at 25°C or 35°C. (C) Homodimerization of Met30 is required for ubiquitination of Met4, and *met30Δ*D does not rescue the ubiquitination defect of Met4 in *met30Δ met32Δ* strain. *met30Δ met32Δ* double mutant strains expressing vector (pRS415), *MET30* (pP88) or *met30ΔD* (pMB1918) were grown to logarithmic phase at 30°C in YPD medium and cell lysates were analyzed by immunoblotting using anti-Met4 antibodies to visualize the Met4 ubiquitination status. Defects in Met4 ubiquitination in *met30Δ met32Δ* strain were not rescued by met30*Δ*D and were similar to that observed with the vector alone.
(TIF)

S5 Fig Defects in ubiquitination of Met4 are observed in *met30*-6 strains but not in *cdc4-1* strain. Western blot analysis of WCE from *met30-6* (PY283) and *cdc4-1* (PY187) grown in YPD to logarithmic phase at 25°C and after a shift to 37°C for 30, 60 or 120 minutes was performed, and blots were probed with anti-Met4 antibodies to visualize the Met4 ubiquitination status.
(TIF)

S6 Fig Mislocalization of Cse4 in *met30-6* and *cdc4*-1 strains. Cse4 expressed from its endogenous locus is mislocalized to non-centromeric chromatin in *met30-6* and *cdc4-1* cells. Representative images from Fig 7A showing that localization of Cse4 restricted to one or two foci in WT cells and mislocalization of Cse4 to a larger area or multiple foci in *met30-6* and *cdc4-1* cells. Blue: DAPI; Magenta: Cse4.
(TIF)

S7 Fig Mutations in *met30-6* and *cdc4-1* contribute increased plasmid loss. (A) Plasmid loss assays were performed using *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains transformed with WT copy of *MET30* (pMB1619) or *CDC4* (pMB1717), respectively. Plasmid retention is calculated as number of colonies on SC-Ura–Leu/SC-Leu plates after non-selective growth in SC-Leu medium. Three biological repeats were performed with indicated strains. Mean±standard deviation and p value are shown. * p value<0.02 (B) Deletion of *MET32* does not suppress the plasmid loss of *met30Δ* strain. Plasmid loss assays were performed with WT (YMB9673), *met30-6* (YMB8789) and *met30Δ met32Δ* (YMB10799) strains. Plasmid retention is calculated as number of colonies on SC-Ura/YPD plates after non-selective growth in YPD. Three biological repeats with the mean+/- standard deviation are shown. Percentage of plasmid retention is normalized to WT as 100%. *met32Δ met30* strain exhibits significant plasmid retention defect when compared to WT strain (p value = 0.0017).
(TIF)

S8 Fig *Δ16H3* suppresses *GAL-CSE4* SDL and enrichment of Cse4 in chromatin in *met30-6* strain. (A) *Δ16H3* partially suppresses the SDL of *GALCSE4* in *met30-6* strain. Growth assays were performed with WT, *met30-6* (YMB9984), *met30-6 Δ16H3* (YMB9986) strains with GAL-CSE4 (pMB1597) by spotting 5-fold serial dilutions of cells on glucose or galactose plates and incubated at 25°C. (B) *Δ16H3* decreases the stability of endogenous Cse4 in WCE and chromatin in *met30-6* strain. Stability of HA-Cse4 was examined in *met30-6* (YMB11241) and *met30-6 Δ16H3* (YMB11242) strains. % remaining of HA-Cse4 from WCE (4 biological repeats) and chromatin fractions (2 biological repeats) is determined at 45 min post CHX (50 ug/ml) treatment. Tub2 and histone H2B were used to normalize the levels of Cse4 for WCE and chromatin, respectively. Mean+/-standard deviation is shown (WCE). The p value for the effect of *Δ16H3* on Cse4 stability in WCE is <0.05. (C) *Δ16H3* does not suppress the temperature sensitivity of *met30-6* strain. Growth of WT(YMB9983), *met30-6* (YMB9984) *and met30-6 Δ16H3* (YMB9986) were examined by plating five-fold serial dilutions of respective strains on YPD and incubated at the indicated temperatures. Images shown were photographed at day 5 after plating.
(TIF)

S9 Fig Defect in Cse4 proteolysis in *cdc4-1* strain at 33°C. Western blot analysis was performed on WCE from WT (YMB9673) and *cdc4-1*(YMB9571) strains expressing endogenous HA-Cse4 grown to early logarithmic phase of growth at 25°C and after shift to 33°C for four hours. Western blots were probed with anti-HA and anti-Tub2 antibodies. Percentage of remaining HA-Cse4 at 90 minutes after CHX treatment (50 μg/ml) is indicated. Results from two biological experiments are shown as mean ± average deviation.
(TIF)

S10 Fig Enrichment of HA-Cse4 at *CEN* in WT strain expressing HA-Cse4 but not in untagged strain in ChIP-seq experiments. ChIP-seq was performed with WT strain endogenously expressing HA-Cse4. An untagged WT strain was used as a control to determine the levels of background. Representative images of the ChIP-seq results showing enrichment of HA-Cse4 along chromosomes are shown. As expected, HA-Cse4 enrichment was largely detected at the *CEN*s. No significant enrichment was detected in untagged control strain at *CENs* or non-centromeric regions. DNA sequence data are available from the NCBI GEO repository under the accession reference number GSE129195 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129195). (A) Chromosome 1. (B) Chromosome 3. (C) Chromosome 6. (D) Chromosome 14.
(TIF)

S11 Fig Genomic distribution of HA-Cse4 in WT, *met30-6* and *cdc4-1* strains. Input (IN) and immunoprecipitated (IP) samples from ChIP experiments described in Fig 7G were used for ChIP-seq as follows: Sequencing libraries were prepared using Illumina Nextera DNA Library Kit #FC-121-1031 and 75-base paired ends reads were obtained by multiplexing on a single Illumina NextSeq model 500 run. Reads were aligned to the sacCer3 genome assembly using Bowtie version 1.0.0 with the following parameters: -n2–3 40 -m3—best—strata -S, and peaks were called using MACS version 2.1.1.20160226 in paired-end mode with the following settings: -g 1.21e7—keep-dup auto -B—SPMR. Pileups were generated during peak calling. Correlation between replicates was found to be greater than 0.98 by UCSC wigCorrelate. Peak calls for replicates were merged, and averaged bedGraph files were generated using macs2 cmbreps. Scores are reads per million total reads. (A and B) Representative images showing enrichment of Cse4 along chromosomes 3 and 14 are shown. As expected, Cse4 enrichment was largely detected at the *CEN* locus. (C) Enrichment of Cse4 at the *CEN* regions. Two-way analysis of variance (to account for differences between centromeres) revealed significant differences in the enrichment of *CEN*-associated Cse4 between wild type and mutants (***, P < 0.001; **, P < 0.01). (D) Comparison of Cse4 enrichment in called peaks at *CEN* and non-*CEN* regions. No significant difference between strains was observed in non-*CEN* peak Cse4 enrichment of Cse4. DNA sequence data are available from the NCBI GEO repository under the accession reference number GSE129195 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129195).

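At the *CENs* the log2 ratios of the replicates had a Pearson correlation across the 16 *CENs* of 0.985 in WT, 0.9753 in *met30-6* and 0.988 in *cdc4-1*. Their mean differed between replicates by -0.11 in WT, -0.50 in *met30-6* and 0.09 in *cdc4-1*, second library minus first. Over all regions called in both replicates (2372 in WT, 1383 in *met30-6* and 1756 in *cdc4-1*), fragment counts correlated at 0.995, 0.997 and 0.996, and at 0.9752, 0.989 and 0.990 without the ribosomal DNA. The log2 ratio of the non-*CEN* regions correlated at 0.45, 0.49 and 0.46. Of the non-*CEN* regions called in either replicate, 30.4% were called in both in WT (2356 of 7740), 26.5% in *met30-6* (1367 of 5162) and 24.2% in *cdc4-1* (1740 of 7187). These correlations are across regions, which are not independent replicates, and the averaged tracks of the authors were not used here.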

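On chromosome 3, *CEN3* (114385 to 114501) was the highest of 105 to 209 called peaks in each of the 6 libraries, with a fold of 4.78 to 7.55, and the highest non-*CEN* peak reached 2.18 to 2.68. On chromosome 14, *CEN14* (628758 to 628875) was the highest of 166 to 454 peaks in each library, with 5.42 to 7.42, against 2.76 to 3.30 for the highest non-*CEN* peak. Over the genome, the *CEN* held the highest peak of its own chromosome on 15 and 14 of the 16 chromosomes in WT, 16 and 12 in *met30-6*, and 14 and 16 in *cdc4-1*. The exceptions were *CEN6*, first in 4 of the 6 libraries, *CEN9*, first in 3, *CEN15*, first in 4, and *CEN11* and *CEN12*, first in 5 each. All peaks together covered 7.14% and 5.23% of the genome in WT, 5.29% and 3.18% in *met30-6*, and 8.57% and 2.92% in *cdc4-1*.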

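In WT the mean log2 ratio ranged from 1.65 at *CEN11* and 1.66 at *CEN12* to 2.85 at *CEN2*, 3.35 at *CEN4* and 3.99 at *CEN13*. The range was 1.68 at *CEN9* to 4.54 at *CEN13* in *met30-6*, and 1.83 at *CEN9* to 4.22 at *CEN13* in *cdc4-1*. A two-way analysis with strain and centromere as additive terms was fitted to the 64 log2 ratios of 1 mutant and WT, and the values that entered the paper's own are not given in the sources used here. Over these 64 values p was 4.50e-08 for the strain term of *cdc4-1* and 0.0344 for that of *met30-6*, with standard errors of 0.028 and 0.065. With the libraries of a strain averaged first, which leaves 32 values, p was 7.03e-06 for *cdc4-1* and 0.0167 for *met30-6*. Both forms count each *CEN* as a separate value. The form over 64 values takes the spread between libraries as independent from *CEN* to *CEN*, and the averaged form leaves it out.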

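The median log2 ratio over the 543 non-*CEN* regions called in all 6 libraries was 0.90 ± 0.0013 in WT, 1.04 ± 0.09 in *met30-6* and 0.93 ± 0.05 in *cdc4-1* (SD, n = 2 libraries each). The single libraries stood at 0.90 and 0.90 in WT, 0.98 and 1.10 in *met30-6*, and 0.96 and 0.89 in *cdc4-1*. The difference from WT was 0.14 in *met30-6* (exact two-sided permutation test over libraries, p = 0.3333, the smallest that 2 libraries against 2 allow) and 0.02 in *cdc4-1* (exact p = 1). The *met30-6* difference was 0.08 without its second library and 0.20 without its first, and the *cdc4-1* difference was -0.0098 without its first. Among single regions, *HPF1* had ratios of 3.89 and 2.76 in WT, 3.85 and 4.78 in *met30-6*, and 3.37 and 3.39 in *cdc4-1*. *NUP159* had 3.25 and 2.93 in WT, 3.20 and 4.22 in *met30-6*, and 3.77 and 3.06 in *cdc4-1*. *SED1* had 3.27 and 2.68 in WT, 2.57 and 3.35 in *met30-6*, and 4.30 and 3.57 in *cdc4-1*. The regions had to be called in every library, which admits only high ratios where the depth is low, as in the second *met30-6* library.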

(TIF)

S12 Fig Kinetochore protein Mif2 but not Mtw1-GFP is mislocalized in *met30-6* or *cdc4-1* strains. (A) Mislocalization of Cse4-interacting protein Mif2 in *met30-6* and *cdc4-1* strains. Localization of endogenous Mif2 and HA-Cse4 were examined by chromosome spreads using WT (YMB9673), *cdc4-1* (YMB9571) and *met30-6* (YMB8789) strains grown at 25°C. Localization of Mif2 and Cse4 were determined using Cy2-and Cy3-labeled secondary antibodies, respectively; nuclei by DAPI staining. Localization of Mif2 is restricted to one or two foci in WT cells and mislocalization of Mif2 or Cse4 to a larger area or multiple foci in WT, *met30-6* and *cdc4-1* cells. In addition, mislocalization of Mif2 was examined in cells that show either no mislocalization (Normal) or mislocalization of Cse4 (Cse4 mislocalized). n = number of cells scored. (B) The *CEN* levels of Mif2 are not reduced in *met30-6* and *cdc4-1* strains. Wild type (WT, YMB9673), *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains were grown in YPD at 25°C to the logarithmic phase and ChIP was performed using α-Mif2 antibodies (a gift from Pam Meluh) as described in materials and methods. Enrichment of Mif2 at *CEN1*, *CEN3* and *ACT1* (negative control) was determined by qPCR and is shown as % input. Results of two biological replicates denoted as 1 and 2 are shown. (C) Kinetochore protein Mtw1 is not mislocalized in *met30-6* and *cdc4-1* strains. Wild type (YMB9673), *met30-6* (YMB8789) and *cdc4-1* (YMB9571) strains with endogenous HA-Cse4 were transformed with Mtw1-GFP (pMB1059) and grown in selective medium at 25°C except *cdc4-1* that was grown at 33°C. Localization of Mtw1-GFP foci was restricted to one to two foci in WT (n = 135), *met30-6* (n = 112) and *cdc4-1* (n = 120) cells.
(TIF)

S13 Fig SCF-Met30 interacts with Cse4 *in vitro*. Components of SCF-Met30 were co-expressed in insect cells and the complex was purified using the Myc-tag on Met30. The yeast histone octamer containing Cse4 was expressed from a polycistronic construct in *E*. *coli* and purified based on 6xHis-tagged H2A followed by gelfiltration. SCF-Met30 was immobilized on anti-myc beads and incubated with the purified octamer. After several wash steps, binding was assessed by immunoblotting.
(TIF)

S1 Table List of TS alleles of essential genes that exhibit genetic interactions with *GAL-CSE4*. The results of the SGA screen with TS alleles of essential genes and deletion of selected non-essential genes when Cse4 is overexpressed. Listed are the TS allele identified, the mutant allele, SGA score, the standard deviation, and *p*-value scores filtered using the intermediate confidence threshold (*p*-value<0.05 and |Score|>0.08). Interactions that met the intermediate threshold of significance are indicated with a “1” while those that did not are indicated with a “0.” For the significant negative interactors, homology is denoted as C: *Caenorhabditis elegans*; D: *Drosophila melanogaster*; M: mouse; and H: Humans. Homolog and the human gene complementing the yeast mutant information is derived from https://yeastmine.yeastgenome.org/yeastmine/.
(XLSX)

S2 Table *S*. *cerevisiae* strains and plasmids used in this study. Strain numbers, genotypes, and the sources they were derived from (references) are provided.
(DOCX)

# Supplementary material for: Skp, Cullin, F-box (SCF)-Met30 and SCF-Cdc4-Mediated Proteolysis of CENP-A Prevents Mislocalization of CENP-A for Chromosomal Stability in Budding Yeast
**Source:** PLoS Genet. 2020 Feb 7;16(2):e1008597. doi: 10.1371/journal.pgen.1008597
**Supplement:** S2 Table — Strain numbers, genotypes, and the sources they were derived from (references) are provided.

**Table S2.** *S. cerevisiae* strains and plasmids used in this study. Strain numbers, genotypes, and the sources they were derived from (references) are provided.

| **List of *S. cerevisiae* strains:** | | |
| --- | --- | --- |
| **Strain** | **Genotype** | **Reference** |
| YMB6331 | *MATa trp1-∆63 lys2-801 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11* | This study |
| YMB6969 | *MATα can1Δ::STE2pr-Sp_his5 lyp1∆ his3∆1 leu2∆0 ura3∆0 met15∆0* LYS2 *cse4∆::pGAL1-CSE4-3HA::NATMX* | This study |
| YMB8788 | *MATα his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB8789 | *MATa met30-6::KanR his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB9350 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 met30-6::KAN psh1∆::NatR* | This study |
| YMB9352 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 psh1∆::NatR* | This study |
| YMB9353 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 met30-6::KAN* | This study |
| YMB9337 | *MATα his3 leu2 trp1 ura3 cse4Δ::HA-CSE4::NatR* | This study |
| YMB9571 | *MATa cdc4-1::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB9673 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB9674 | *MATα his3 leu2 trp1 ura3 cse4Δ::HA-CSE4::NatR cdc4∆::KAN::CUP1-Myc-AID-CDC4* | This study |
| YMB9675 | *MATα his3 leu2 trp1 ura3 cse4Δ::HA-CSE4::NatR met30∆::KAN::CUP1-Myc-AID-MET30* | This study |
| YMB9677 | *MATα his3 leu2 OS-TIR1::URA3 trp1 ura3 HA-CSE4::NatR met30∆::KAN::CUP1-Myc-AID-MET30* | This study |
| YMB9713 | *MATa sic1∆::LEU2 cdc4-1::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB9983 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2-∆1* | This study |
| YMB9984 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2-∆1 met30-6::KAN* | This study |
| YMB9985 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2∆1::[HHT1-hhf1∆]∆16::LEU2* | This study |
| YMB9986 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 met30-6::KAN* | This study |
| YMB10033 | *MATa cdc4-1::KAN met30-6::NatR his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10212 | *MATa cdc4∆::KAN::pGAL-HA-CDC4* *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10217 | *MATa cdc4∆::HA-CDC4* *his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | This study |
| YMB10365 | *MATa cdc4-1::KAN trp1-∆63 lys2-801 leu2-∆1 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11* | This study |
| YMB10366 | *MATa cdc4-1::KAN trp1-∆63 lys2-801 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11* | This study |
| YMB10436 | *MATa trp1-∆63 lys2-801 leu2-∆1 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10437 | *MATa cdc4-1::KAN trp1-∆63 lys2-801 leu2-∆1 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10438 | *MATa trp1-∆63 lys2-801 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10439 | *MATa cdc4-1::KAN trp1-∆63 lys2-801 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10681 | *MATa met32∆::hph met30-6::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | This study |
| YMB10859 | *MATa met32Δ::hph his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB10799 | *MATa met30Δ::HIS3 met32Δ::hph his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 cse4Δ::HA-CSE4::NatR* | This study |
| YMB11241 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2-∆1 met30-6::KAN cse4Δ::HA-CSE4::NatR* | This study |
| YMB11242 | *MATa ura3-52 lys2-801 ade2-101 his3∆200 trp1-∆63 leu2-∆1::[HHT1-hhf1∆]∆16::LEU2 met30-6::KAN cse4Δ::HA-CSE4::NatR* | This study |
| YMB11244 | *MATa slx5∆::NatR ubr1∆ psh1∆::LEU2 rcy1∆::KAN ura-* | This study |
| YMB11245 | *MATa slx5∆::NatR ubr1∆ psh1∆::LEU2 rcy1∆::KAN ura- cdc4-1::hph* | This study |
| BY4741 | *MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | Open Biosystems |
| PK1702 | *MATa bar1∆ ura3∆ns ade1 his2 leu2-3112 trp1-1 Rbx1-13Myc::KAN* | Peter Kaiser |
| TSA878 | *MATa cdc4-1::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | [1] |
| *TSA948* | *MATa met30-6::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | [1] |
| TSA92 | *MATa cdc34-3::KAN his3Δ1 leu2Δ0 met15Δ0 ura3Δ0* | [1] |
| YPH1015 | *MATa trp1-∆63 lys2-801 leu2-∆1 ura3-52 ade2-101 his3-∆200 CFIII (CEN3L.YPH278) HIS3 SUP11* | [2] |
| Y7092 | *MATα can1Δ::STE2pr-Sp_his5 lyp1∆ his3∆1 leu2∆0 ura3∆0 met15∆0* LYS2 | [1] |
| PY187 | *MATa cdc4-3 bar1* | [3] |
| PY283 | *MATa met30-6::KAN bar1* | [4] |
| YHR333 | *MATa slx5∆::NatR ubr1∆::URA3 psh1∆::LEU2 rcy1∆::KAN* | [5] |

| **List of Plasmids:** | | |
| --- | --- | --- |
| Plasmid Name | Promoter, Gene, marker | Source (Reference) |
| pMB430 | *pGAL Vector* *(2μ, LEU2)* | [6] |
| pMB433 | *pGAL Vector* *(2μ, URA3)* | [6] |
| pMB1059 | *MTW1-GFP (LEU2)* | [7] |
| pMB1458 | *pGAL-His(6X)-3HA-CSE4 (2μ, URA3)* | [8] |
| pMB1597 | *pGAL-3HA-CSE4 (2μ, URA3)* | [8] |
| pMB1617 | *CDC4 MoBY (2μ, LEU2)* | [9] |
| pMB1618 | *CDC34, MoBY (2μ, LEU2)* | [9] |
| pMB1619 | *MET30, MoBY (2μ, LEU2)* | [9] |
| pMB1807 | *pGAL-3HA-CSE4 (2μ, LEU2)* | This study |
| pMB1830 | *pMET30-12Myc-met30 ∆D (CEN, LEU2)* | This study |
| pMB1831 | *pCSE4-3HA-CSE4 (2μ, URA3)* | This study |
| pMB1840 | *pCDC4-Flag-CDC4 (2μ, LEU2)* | This study |
| pMB1861 | *pMET30-12Myc-met30 ∆WD40 (CEN, LEU2)* | This study |
| pMB1892 | *pGAL-3HA-cse4^(16KR)^ (2μ, URA3)* | This study |
| pMB1918 | *pmet30∆D (CEN, URA3)* | This study |
| pMB1951 | *pmet30∆D (CEN, HIS3)* | This study |
| p4339 | *MX4 NatR* | Charles Boone |
| pP88 | *pMET30 (CEN, URA3)* | This study |
| pP1200 | *pMET30-12Myc-met30 ∆77 (CEN, LEU2)* | Peter Kaiser |
| pP1201 | *pMET30-12Myc-met30 ∆113 (CEN, LEU2)* | Peter Kaiser |
| pP680 | *pMET30-12Myc-met30 ∆F-box (CEN, LEU2)* | Peter Kaiser |
| pP699 | *pMET30-12Myc-MET30 (CEN, LEU2)* | Peter Kaiser |
| pRB199 | *pCSE4-6HIS-3HA-CSE4 (CEN, URA3)* | Richard Baker |
| pSB816 | *pGAL-13Myc-CSE4 (2μ, URA3)* | [10] |

1. Tong AH, Boone C. Synthetic genetic array analysis in Saccharomyces cerevisiae. Methods Mol Biol. 2006;313:171-92. Epub 2005/08/25. doi: 1-59259-958-3:171 [pii]. PubMed PMID: 16118434.

2. Spencer F, Gerring SL, Connelly C, Hieter P. Mitotic chromosome transmission fidelity mutants in Saccharomyces cerevisiae. Genetics. 1990;124(2):237-49. Epub 1990/02/01. PubMed PMID: 2407610; PubMed Central PMCID: PMCPMC1203917.

3. Yen JL, Su NY, Kaiser P. The yeast ubiquitin ligase SCFMet30 regulates heavy metal response. Mol Biol Cell. 2005;16(4):1872-82. Epub 2005/02/04. doi: 10.1091/mbc.e04-12-1130. PubMed PMID: 15689486; PubMed Central PMCID: PMCPMC1073668.

4. Kaiser P, Sia RA, Bardes EG, Lew DJ, Reed SI. Cdc34 and the F-box protein Met30 are required for degradation of the Cdk-inhibitory kinase Swe1. Genes Dev. 1998;12(16):2587-97. Epub 1998/08/26. doi: 10.1101/gad.12.16.2587. PubMed PMID: 9716410; PubMed Central PMCID: PMCPMC317080.

5. Cheng H, Bao X, Gan X, Luo S, Rao H. Multiple E3s promote the degradation of histone H3 variant Cse4. Sci Rep. 2017;7(1):8565. Epub 2017/08/19. doi: 10.1038/s41598-017-08923-w. PubMed PMID: 28819127; PubMed Central PMCID: PMCPMC5561092.

6. Mumberg D, Muller R, Funk M. Regulatable promoters of Saccharomyces cerevisiae: comparison of transcriptional activity and their use for heterologous expression. Nucleic Acids Res. 1994;22(25):5767-8. Epub 1994/12/25. PubMed PMID: 7838736; PubMed Central PMCID: PMC310147.

7. Kerscher O, Crotti LB, Basrai MA. Recognizing chromosomes in trouble: association of the spindle checkpoint protein Bub3p with altered kinetochores and a unique defective centromere. Mol Cell Biol. 2003;23(18):6406-18. Epub 2003/08/29. PubMed PMID: 12944469; PubMed Central PMCID: PMCPMC193694.

8. Au WC, Dawson AR, Rawson DW, Taylor SB, Baker RE, Basrai MA. A novel role of the N terminus of budding yeast histone H3 variant Cse4 in ubiquitin-mediated proteolysis. Genetics. 2013;194(2):513-8. Epub 2013/03/26. doi: 10.1534/genetics.113.149898. PubMed PMID: 23525333; PubMed Central PMCID: PMCPMC3664860.

9. Ho CH, Magtanong L, Barker SL, Gresham D, Nishimura S, Natarajan P, et al. A molecular barcoded yeast ORF library enables mode-of-action analysis of bioactive compounds. Nat Biotechnol. 2009;27(4):369-77. Epub 2009/04/08. doi: 10.1038/nbt.1534. PubMed PMID: 19349972; PubMed Central PMCID: PMCPMC3856559.

10. Collins KA, Furuyama S, Biggins S. Proteolysis contributes to the exclusive centromere localization of the yeast Cse4/CENP-A histone H3 variant. Curr Biol. 2004;14(21):1968-72. Epub 2004/11/09. doi: 10.1016/j.cub.2004.10.024. PubMed PMID: 15530401.

How the deposited data were processed for this re-analysis (not part of the article)

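ChIP-seq of HA-tagged Cse4 was analysed in 6 immunoprecipitated libraries, 2 biological replicates each of WT, *met30-6* and *cdc4-1* cells grown in YPD at 25°C. The sample labels name the peak list of each library. The replicate number in the label and that in the name of the list are crossed for WT and *met30-6*, and first and second library here follow the label. The input libraries, the untagged strain and the WT libraries of that control experiment were not analysed here, nor were the merged calls and averaged tracks that the authors made.

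The authors prepared the libraries with a transposase kit, sequenced 75-base paired ends in 1 run, aligned them to sacCer3 with Bowtie 1.0.0 and called peaks in each library with MACS 2.1.1.20160226 in paired-end mode (S11 Fig). Reads matching up to 3 places were kept, so peaks over repeated sequence are uncertain. The deposited fold is a ratio, the fragments at the summit plus 1 over the local background plus 1. The deposited p and q of a peak are given as −log10 values. The position of the summit in the deposited lists was used as given. The threshold of the calls and the control library are not given in the sources used here.

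The fragment count and the background of each peak were solved from its fold and p by trying whole counts, with a tolerance of 0.001 on the −log10 p. This returned the true count for 100% of 5000 simulated peaks. The −log10 p came within the tolerance for 99.2% to 99.9% of the real peaks of a library, the rest lying mostly in ribosomal DNA. The background depth of a library, from 25.1 to 57.3 fragments, limits the ratio that can be called, and 95% exact Poisson intervals of the counts cover counting error only. The design fixed before the data were examined compared deposited folds between libraries. A deposited fold is a value of its own list, so libraries were instead compared by the log2 ratio of fragments to background. This change was made after the values had been seen, and it differs from the fold only by the fragment that MACS adds, which weighs more in shallow libraries. The comparisons with the deposited fold were kept as an alternative.

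The value of a *CEN* was that of the highest peak overlapping it by at least 1 base. Touching or overlapping peaks of the 6 lists were merged, and the value of a region in a library was that of its highest peak. Strains were compared by the mean over *CENs*, or the median over the 543 non-*CEN* regions called in all 6 libraries, with an exact permutation test over libraries, whose smallest p is 0.3333. Single *CENs* and regions were compared with limma 3.58.1 in R 4.3.3 over all 6 libraries, with a variance trend for regions, Benjamini-Hochberg adjustment and a threshold of 0.05. In simulated data made from the 543 regions and their spread, with 200 of them raised in *met30-6*, limma recovered 80.5% at a log2 change of 0.5 and 99.5% at 1, with 6 and 7 false calls. The simulated spread was independent between regions, without a shift of a whole library or a filter on calls. Far more regions were raised than were called in the real data, so these rates do not give the power or the false calls of the real test. Shares of summits in feature classes and within 20 kb of a centromere were compared with 1000 circular shifts of the summits along their chromosomes, a test that was also run on simulated summits. Gene lists were compared by Fisher's exact test or by 100000 random sets of regions. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

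The gene lists and classes were written before the data were examined: tRNA, snoRNA and rRNA genes, Ty and LTR elements, replication origins, telomeres, cytosolic ribosomal protein genes, glycolysis and fermentation, other highly transcribed genes, core histones, the Met4 regulon, hexose transporters, SCF and Cse4 regulators, the mating type loci and *ACT1*. The rule for the regions named in the text was fixed at the same time. It takes all 16 *CENs*, the 10 strongest non-*CEN* regions called in all 6 libraries, the 10 strongest regions called in both libraries of a mutant and in neither WT library and the reverse, up to 10 regions called by limma per comparison, the loci the paper names, and up to 3 members of each list. *TAT1*, the 11th region called by limma, and *MET10* were named after their values had been seen. The alternatives changed the peak threshold (a q of at most 0.001), the overlap (50% of both peaks), the regions used, the scale, the peak that gives a *CEN* its value (within 500 bases), the variance model, the replicate block and the libraries left out. The labels number the replicates 1 and 2 in each strain, but nothing says that a number marks a shared day or batch.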

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

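The tests of list length, of highly transcribed genes and of repeats, the tally of gene lists among regions called in 1 strain, and the search for segments of raised background were chosen only after the results had been seen.

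In *cdc4-1*, the background on chromosome 4 between 884236 and 980980 (96.7 kb, 48 protein-coding genes from *GCD6* to *EXG2*, with *HTA1*, *HTB1*, *SIR4*, *CHL4*, *MET32* and *RAD9* among them) was 2.16 and 2.10 times the genome level in the 2 libraries, which the paper does not report. Repeats in the reference are argued against by the WT and *met30-6* libraries, whose median background there was at most 1.03 times the genome level, with single peaks up to 1.31 times. An extra copy of the segment in the *cdc4-1* strain is a candidate explanation. At 47 regions in the segment the ChIP fragments of *cdc4-1* were 2.00 times those of WT, against 1.04 times at 4123 regions elsewhere. That ratio is no separate test of an extra copy, since a peak called over a doubled background must hold more fragments. Cse4 spread evenly along the segment would double the background only if that background was taken from the ChIP fragments. Such a background would also rise at the *CENs*. The *cdc4-1* peaks at *CEN13* were 1768 and 1677 bases long, with ratios of 19.6 and 17.7. The background there was 1.00 times the genome level in both libraries. At any *CEN* it was at most 1.02 and 1.03 times in *cdc4-1*, and at most 1.18 times in the other strains. With a background from a separate control, such Cse4 would raise the fold, which was 0.938 and 0.915 times that elsewhere in *cdc4-1*. These values argue against Cse4 along the segment, though the control library is not given in the sources used here. Annotated Ty elements flank the segment on both sides. Before it lie YDRWTy2-2 (871821 to 877779) and YDRCTy1-2 (878303 to 884220), and after it YDRWTy2-3 (981171 to 987125) and YDRCTy1-3 (987150 to 992642). On both sides the Ty2 is on the plus strand and the Ty1 on the minus strand. The nearest peaks with a single background lay at 870175 and 993707, so the edges are not placed more closely than that. No biological explanation tied to the *cdc4-1* allele was tested.

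In *met30-6*, 14 of the regions called in both libraries and in neither WT library lay in Met4-regulon genes, and the log2 change among the regions called in all 6 libraries was 0.70 at *MET2*, 0.59 at *SUL2* and 0.50 at *MUP1*, genes that the paper does not discuss in its ChIP-seq. Unequal list lengths, with the longer lists in WT, are argued against by the same number of peaks per library, which gave 20 of 237 regions against 1 of 232 in WT (0.431%, Fisher's exact p = 1.46e-05 across regions), and GC content by summits only 0.419 SD above the coding mean, where all 174 *met30-6* regions lay at 0.192 SD and the 678 WT regions that *met30-6* lacked at 0.445 SD. The paper shows that Met4 ubiquitination is impaired in *met30-6* and not in *cdc4-1* (S5 Fig). Those blots used other strains, the *cdc4* strain listed with a different allele, before and after a shift to a higher temperature. The legend does not state at which temperature the defect appears, and the ChIP-seq cells grew at the permissive temperature. If the defect is present there too, higher transcription of these genes in *met30-6* may underlie the peaks. It could act through Cse4 placed in transcribed chromatin or through signal over transcribed genes whatever the tagged protein. Of the genes of glycolysis and fermentation, 66.7% held a region called in all 6 libraries, but these explanations cannot be told apart here: the paper reports no significant peaks in WT with untagged Cse4 (S10 Fig), and libraries with untagged Cse4 were not analysed here.

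In *cdc4-1*, 16 of the regions called in both libraries and in neither WT library lay in ribosomal protein genes, 1 region in each of 16 genes, against 0 of the 430 WT regions (Fisher's exact test across regions, p = 1.81e-07) and 1 of the 174 *met30-6* regions (exact p of the difference between the mutants, 0.00388). With a q of at most 0.001 the counts were 10 of 202 in *cdc4-1* and 1 of 131 in *met30-6*, and the difference between the mutants no longer passed the threshold (exact p = 0.0555), while that from WT did (1 of 251, exact p = 0.00319). With the same number of peaks per library they were 19 of 260 in *cdc4-1*, 0 of 261 in WT and 1 of 237 in *met30-6* (exact p between the mutants, 3.98e-05).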

How the results depend on the processing

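The two-way analysis with averaged libraries, the stronger regions, the settings for gene lists among regions called in 1 strain and the count without the chromosome 4 segment were chosen only after the results had been seen. Of 151 alternative values, 110 kept their direction and their side of the threshold or lay within 1.5 times the count, 28 were weaker, 10 stronger and 3 reversed, and where not stated otherwise the cause was not tested. All 16 *CENs* kept a called peak in every library under both alternatives. The *CEN* difference of *met30-6* ranged from -0.11 (a reversal, without *met30-6* replicate 1) to 0.39 with 1 library left out, and the two-way analyses gave p of 0.0344 and 0.0167 for the same 0.14. That of *cdc4-1* ranged from 0.12 to 0.24 with 1 library left out, with two-way p of 4.50e-08 and 7.03e-06 for the same 0.18, which count *CENs* as replicates. Deposited folds gave *CEN* differences of 0.13 and 0.18. Divided by the non-*CEN* median of each library they were 0.0019 in *met30-6* and 0.16 in *cdc4-1*. limma called 0 to 12 *CENs* in *met30-6* with 1 library left out and 2 on a linear scale. With 1 library left out, the non-*CEN* difference of *met30-6* ranged from 0.08 to 0.20 and that of *cdc4-1* from -0.0098 (a reversal, without *cdc4-1* replicate 1) to 0.0567, and with 50% overlap that of *cdc4-1* was 0.0848. The 11 non-*CEN* regions called in *met30-6* became 2 with deposited folds, 0 of the 255 left with a q of at most 0.001, 0 of the 33 left with 50% overlap, and 0 with any library left out (0 to 0), where a lone library is assumed to vary like the others. With the replicate number as a block, 4 regions were called in *met30-6* and 12 with the number in the file as a block. Same-numbered libraries of different strains had deviations correlated at 0.04, 0.11 and 0.04 over non-*CEN* regions and at 0.04, -0.16 and -0.57 over *CENs*, none clearly positive, and the block changed no other call. Regions called in both replicates fell with a q of at most 0.001 to 1183 in WT, 787 in *met30-6* and 960 in *cdc4-1*, since fewer peaks pass. With 50% overlap they were 1168, 672 and 726, and with lists of equal length 1072 in WT and 1087 in *cdc4-1*. Regions of WT that *met30-6* lacked fell to 364 and 232, and those that *cdc4-1* lacked to 251 and 261, with a q of at most 0.001 and equal lists, and regions of *met30-6* that WT lacked rose to 308 with 50% overlap. Feature classes past the threshold were 6 in the shared regions, and 11 and 10 in the lists of WT replicate 2 and *met30-6* replicate 1. The excess of summits near *CENs*, 1.48 times, was 1.24 within 10 kb, 1.44 with a q of at most 0.001, 1.10 in WT replicate 1, 1.08 and 1.18 in *met30-6* and 0.953 (a reversal) in *cdc4-1* replicate 1. Ribosomal protein genes among the *cdc4-1* regions were 10 with a q of at most 0.001. Depth limits which regions can be called, since a lower background needs a higher fold.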

Differences from the paper's values

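The two-way analysis with the libraries of a strain averaged was chosen after the values had been seen.

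For the *CEN* level in *met30-6* against WT, the paper gives a p below 0.001, from a two-way analysis that accounts for differences between centromeres, and the exact permutation test over libraries gave p = 1. None of the alternatives set before the data were examined came below the paper's value: the two-way analysis over *CENs* and libraries gave p = 0.0344, and the deposited fold, the wider window, the other scale, the linear scale, the blocks and leaving out a library gave 0.3333 to 1 by permutation. Averaging the libraries first, chosen after the values had been seen, leaves 32 values and gave 0.0167, which did not either. For *cdc4-1* the paper gives a p below 0.01, and the exact permutation test over libraries gave p = 0.3333. The two-way analysis over *CENs* and libraries, set before the data were examined, gave p = 4.50e-08, below the paper's value, as did averaging the libraries first, chosen after, with 7.03e-06. The other alternatives, by permutation, gave 0.3333 to 0.667 and did not. With 2 libraries against 2 the permutation test cannot go below 0.3333.

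The paper orders the mutants with the smaller p in *met30-6*, while in both two-way analyses here, fitted to log2 ratios, the smaller p was that of *cdc4-1*. On a linear scale the mean *CEN* difference from WT was larger in *met30-6* than in *cdc4-1*, though its exact permutation p was also larger. No two-way analysis was fitted on that scale, so whether the order of its p-values would change was not tested. The paper states that non-*CEN* peaks are far below every *CEN*, from merged calls of the replicates and over a local background of 10 kb, whereas the folds here are those of single libraries. Here 99.9% to 99.97% of the non-*CEN* peaks of 5 libraries, and 96.6% in the sixth, lay below the lowest *CEN*, but the highest non-*CEN* peak was above the lowest *CEN* in all 6 libraries, and 6 and 7 peaks in WT, 2 and 100 in *met30-6*, and 5 and 1 in *cdc4-1* reached it. The paper reports no statistically significant difference in non-*CEN* enrichment between strains. Here 0 regions differed in *cdc4-1* by limma (22 at an unadjusted p under 0.05), and 11 of 543 were higher in *met30-6*, or 2 with the deposited fold and 0 with any library left out, while the exact test of the medians gave p = 0.3333 for *met30-6* and p = 1 for *cdc4-1*. The 543 regions had to be called in the shallow second *met30-6* library too, which favours higher values in *met30-6*.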

Other observations

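The test of counting error between the *met30-6* libraries was chosen only after its result had been seen.

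The non-*CEN* regions called in all 6 libraries lay in coding sequence for 98.0% of their 543 summits, against 72.0% of shifted summits. GC content around these summits averaged 44.0%, against 39.4% at coding positions (0.98 SD higher). The shifts do not hold GC content fixed, so its part in these shares was not separated by them. Genes of glycolysis and fermentation held 16 summits, 10.7 times the shifted share, with *CDC19*, *PDC1* and *TPI1* the strongest (mean folds of 2.41, 2.29 and 2.10), and other highly transcribed genes such as *SED1*, *PMA1* and *YEF3* held 18, 11.1 times the shifted share. Ribosomal protein genes, led by *RPL8A*, *RPL3* and *RPL4B* (2.29, 2.16 and 2.16), held 16, which is 3.69 times, and Met4-regulon genes, led by *CYS3*, *CBF1* and *GSH1*, held 9, which is 3.60 times (adjusted p of 0.0075 for the first 3 lists and 0.018 for the last, permutation of 1000 shifts). Ty and LTR elements held 0 summits against 3.02% of shifted ones (adjusted p = 0.0075) and telomeres 0 against 1.18% (adjusted p = 0.04). With a q of at most 0.001, Met4-regulon genes (adjusted permutation p = 0.0539) and telomeres (0.325) no longer passed the threshold, with 5 of 255 summits and 4.16 times the shifted share for the Met4 regulon and 0 of 255 for telomeres. Reads matching more than 3 places were left out by the authors, which removes signal from multicopy sequence such as Ty elements, LTRs and telomeres. Hexose transporter genes held 2 (*HXT3* and *HXT5*), SCF and Cse4 regulators 2 (*MET30* and *CAC2*), replication origins 1 (in *BDF1*), rRNA genes 1, and tRNA genes, snoRNA genes, core histones, mating type loci and *ACT1* 0 each, none past the threshold. In the longer lists of single libraries, replication origins held fewer summits than the shifted share in all 6 (0.0993 to 0.230 times, adjusted permutation p of 0.00333 to 0.0050), and tRNA genes did too (0 summits in 5 libraries and 4 in the first *cdc4-1* library, adjusted p of 0.00333 to 0.015). But 95.4% to 97.5% of the summits in these lists lay in protein-coding sequence, against 72.1% to 72.3% of shifted ones. Any class outside coding sequence would thus hold fewer summits than the shifted share. Against genes matched on GC content and length, 66.7% of glycolysis and fermentation genes held such a region where 24.4% of the matched genes did, 58.3% of other highly transcribed genes against 15.0%, 11.7% of ribosomal protein genes against 2.06%, and 26.5% of Met4-regulon genes against 13.9%. Within 20 kb of a centromere lay 47 of the 543 summits, 8.66% against 5.86% of shifted ones (permutation p = 0.022), and the excess was 1.24 times within 10 kb (permutation p = 0.452).

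In *cdc4-1* the mean log2 change was 0.12 over the 16 regions in ribosomal protein genes, of which 15 were positive (adjusted permutation p = 0.0098 across regions), and 0.14 over the 18 in other highly transcribed genes, of which 16 were positive (adjusted p = 0.0011), against a median of 0.03 over other regions, with 0 regions called by limma in either list. It was 0.08 in genes of glycolysis and fermentation (adjusted p = 0.155) and 0.02 in Met4-regulon genes (adjusted p = 0.981). In *met30-6* the mean was 0.35 over the 9 regions in Met4-regulon genes against a median of 0.14 over other regions (adjusted permutation p = 0.00064 across regions), 0.22 in glycolysis and fermentation (adjusted p = 0.0826), 0.20 in other highly transcribed genes (adjusted p = 0.155) and 0.13 in ribosomal protein genes (adjusted p = 0.777). Regions are not replicates, and with libraries as replicates the exact p of each list was 0.3333 or above. Of the loci the paper names, *MET30* held a peak in all 6 libraries (folds of 1.82 to 2.11), *ACT1* in 5 (1.54 to 2.06), *CDC4* in 3 (1.72 to 1.99) and *CSE4* in 1 (1.70).

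The *CEN* levels of the 2 *met30-6* libraries differed by more than those of the other strains, with the second library lower at all 16 *CENs*, from -0.15 at *CEN13* to -0.89 at *CEN10*. Counting error of the shallower library is argued against, because the 95% counting interval of the mean difference ended at -0.41. One common factor on the excess over background at every *CEN* is a candidate explanation. The SD of the difference in log2 excess over the 16 *CENs* was 0.313 against a counting SD of 0.225. That SD lay within the margin set before the data were examined, but above counting error. A single factor is therefore not shown to account for the whole spread. The median log2 ratio of the non-*CEN* regions was 0.98 and 1.10, but regions had to be called in the shallower library to count, so these values do not decide on a poorer immunoprecipitation. A difference between the cultures, for example in the stage of growth, was not tested and stays open.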
